# Chloride channel accessory 1 integrates chloride channel activity and mTORC1 in aging‐related kidney injury

**DOI:** 10.1111/acel.13407

**Published:** 2021-06-12

**Authors:** Hak Joo Lee, Andrew Donati, Denis Feliers, Yuyang Sun, Yanli Ding, Muniswamy Madesh, Adam B. Salmon, Yuji Ikeno, Corinna Ross, Christopher L. O'Connor, Wenjun Ju, Markus Bitzer, Yidong Chen, Goutam Ghosh Choudhury, Brij B. Singh, Kumar Sharma, Balakuntalam S. Kasinath

**Keywords:** fibrosis, ion transport, senescence‐associated secretory phenotype

## Abstract

The mechanism of kidney injury in aging are not well understood. In order to identify hitherto unknown pathways of aging‐related kidney injury, we performed RNA‐Seq on kidney extracts of young and aged mice. Expression of chloride (Cl) channel accessory 1 (CLCA1) mRNA and protein was increased in the kidneys of aged mice. Immunostaining showed a marked increase in CLCLA1 expression in the proximal tubules of the kidney from aged mice. Increased kidney CLCA1 gene expression also correlated with aging in marmosets and in a human cohort. In aging mice, increased renal cortical CLCA1 content was associated with hydrogen sulfide (H_2_S) deficiency, which was ameliorated by administering sodium hydrosulfide (NaHS), a source of H_2_S. In order to study whether increased CLCA1 expression leads to injury phenotype and the mechanisms involved, stable transfection of proximal tubule epithelial cells overexpressing human CLCA1 (hCLCA1) was performed. Overexpression of hCLCA1 augmented Cl^−^ current via the Ca^++^‐dependent Cl^−^ channel TMEM16A (anoctamin‐1) by patch‐clamp studies. hCLCA1 overexpression also increased the expression of fibronectin, a matrix protein, and induced the senescence‐associated secretory phenotype (SASP). Mechanistic studies underlying these changes showed that hCLCA1 overexpression leads to inhibition of AMPK activity and stimulation of mTORC1 as cellular signaling determinants of injury. Both TMEM16A inhibitor and NaHS reversed these signaling events and prevented changes in fibronectin and SASP. We conclude that CLCA1‐TMEM16A‐Cl^−^ current pathway is a novel mediator of kidney injury in aging that is regulated by endogenous H_2_S.

**Abbreviations**
ACC: Acetyl CoA carboxylase
AMPK: AMP‐activated protein kinase
CBS: Cystathionine 𝛃‐synthase
CLC: Chloride channel
CLCA1: Chloride channel accessory 1
CSE: Cystathionine 𝛄‐lyase
DEG: Differentially expressed genes
FN: Fibronectin
FPKM: Fragments per kilobase of transcript per million transcripts mapped
GO: Gene ontology
H2S: Hydrogen sulfide
IL: Interleukin
MCT: Murine proximal tubular epithelial cells
mTOR: Mechanistic target of rapamycin
PE: Paired‐end
SASP: Senescence associated secretory phenotype
S6K: p70 S6 kinase
TGF 𝛃1: Transforming growth factor 𝛃1
TMEM16A: Transmembrane protein 16A

## 1 INTRODUCTION

Accumulation of matrix proteins leading to glomerular and tubulointerstitial fibrosis is a major contributor to kidney injury in aging. Unabated tubulointerstitial fibrosis of the kidney is a major determinant of progressive loss of kidney function (Humphreys, 2018). These structural changes and proteinuria are evident in aging mice and aging non‐human primates (marmosets) (Bitzer & Wiggins, 2016; Lee et al., 2018, 2019; Sataranatarajan et al., 2012; Wu et al., 2010; Zheng et al., 2003). Current therapeutic approaches to inhibit kidney fibrosis are limited; while they may slow the progressive loss of kidney function, they are not able to halt it altogether. Thus, there is an urgent need to identify novel mechanisms so that interventions may be developed to arrest chronic kidney injury and functional loss encountered in aging.

Accordingly, we took a discovery approach to identify novel mRNA transcripts that may be involved in kidney aging. RNA‐Seq revealed an increase in the expression of CLCA1 mRNA in the aged kidney. CLCA1 facilitates Cl^−^ current operated by TMEM16A (anoctamin‐1), a Ca^++^‐dependent Cl^−^ channel (Jentsch & Pusch, 2018; Verkman & Galietta, 2009). Cl^−^ movement accompanied by cations such as Na^+^ and K^+^ or in exchange for other anion occurs among fluid compartments in many segments of the kidney tubule. Cl^−^ shift among these compartments is governed by electrochemical potential and transporters and exchangers.

Chloride channel accessory 1 functions as a self‐cleaving protease forming C‐terminal and N‐terminal fragments (Sala‐Rabanal et al., 2015). The N‐terminal fragment (~72 kDa) associates with the extracellular domain of TMEM16A to stimulate Cl^−^ movement in a Ca^++^‐dependent manner (Sala‐Rabanal et al., 2017). CLCA1 promotes cell membrane retention of TMEM16A rather than increase its expression (Sala‐Rabanal et al., 2015). The role played by this system has not been explored in aging‐related changes in the kidney. For the first time, we explored the role of CLCA1 in kidney injury in aging.

## 2 RESULTS

### 2.1 Chloride channel accessory 1 expression is increased in the aged kidney

RNA‐Seq performed on the renal cortex of male young and aged mice showed that more than 400 mRNAs underwent a significant change with age (Figure 1a,b, Table S1). 

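Renal cortex RNA from 4 aged and 4 young male C57BL6 mice was sequenced, with one library per mouse. The paper's RNA-Seq methods give mean ages of 32 and 5 months, and the labels of the deposited samples give 30 and 5 months. Ribosomal RNA was depleted, and stranded libraries were sequenced as paired ends of 100 bp. The authors aligned the reads to mm9 with TopHat2, counted read pairs by strand on RefSeq genes with HTSeq-count and deposited the raw counts per gene. Between 14820804 and 19018543 read pairs were counted on genes in the aged mice (median 18142772), and between 15152597 and 19821429 in the young mice (median 17230184). Mean depth was not distinguishable between the groups (two-sided exact permutation test, p = 0.943). With the counts for pairs on no gene or aligned to several places added, the sum was 45.6M per library on average. The paper states an average of 41M paired-end reads. Whether a pair aligned to several places was counted only once was not checked, so the sum may exceed the number of pairs. Expression values used only the pairs counted on genes. The counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 13944 of 22609 genes that passed edgeR's filter on low counts. A gene was taken as changed at a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 in either direction. These are the paper's thresholds without its FPKM criterion. The aged libraries spread further along the first principal component than the young ones, and aged mouse 1 lay at -71.5 on it.

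**Figure D1:**
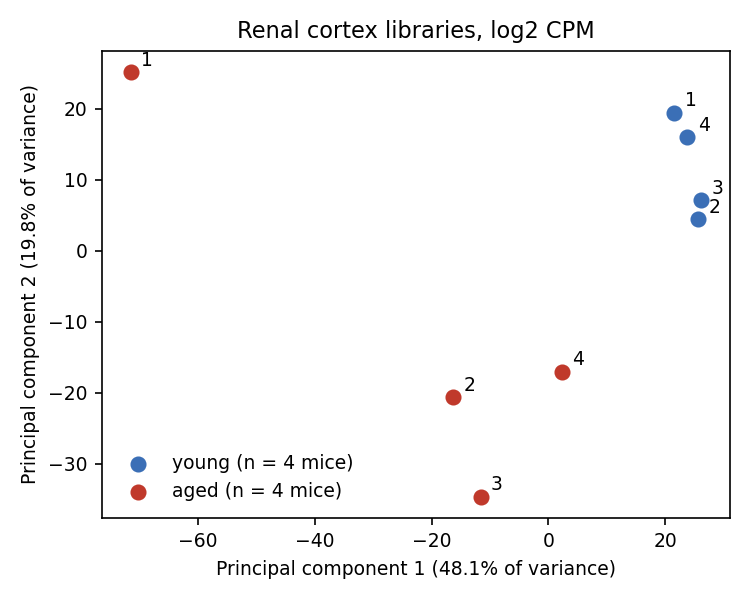
Principal components of log2 CPM (prior count 2) of the 13944 genes tested. Each point is a mouse, numbered by replicate, with the 4 young mice in blue and the 4 aged mice in red. The first component holds 48.1% and the second 19.8% of the variance. The young mice lie between 21.6 and 26.2 on the first component and the aged mice between -71.5 and 2.26.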

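By these criteria 287 genes changed with age, 163 higher and 124 lower in the aged mice, so that 56.8% were higher. In each of the 287 genes every aged mouse lay on one side of every young mouse. Over all genes tested 18.9% showed this separation, and chance order alone gives 2.86%. With the adjusted p alone 411 genes passed, 210 higher and 201 lower. Scaling to library size only, which moved the median log2 fold change of all genes by 0.11, gave 488 genes, of which 75.4% were higher. DESeq2 on the same genes gave 873, which included all 287. With one mouse left out at a time the count ranged from 8 genes without young mouse 1 to 733 genes without aged mouse 4.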

Top hits and their possible functional import are shown in Table S2. 

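Of the 10 genes labelled in Fig. 1b, 9 passed both thresholds. The 9 genes had log2 fold changes between 1.30 and 3.07 where they were higher and between -2.63 and -1.32 where they were lower. Gm906 had a log2 fold change of -2.77 (standard error 0.64, adjusted p = 0.0546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 93.1% of the 100-nt windows of its transcript lay inside a copy of at least 98% identity elsewhere in mm9, so its counts are uncertain. Its adjusted p ranged from 4.78e-04 with DESeq2 to 0.145 without young mouse 4. The genes higher in aged mice with the smallest p were Arntl, Clca1, Ypel2, Akr1c13 (with 6.31% of its windows inside such a copy) and Shisa7, and those lower with the smallest p were Gjb2, Esm1, Prr15, Hes6 and Azin1. Arntl, a clock transcription factor on chromosome 7 of mm9 (120350979 to 120457636), rose from 5.08 ± 0.559 CPM (SD, n = 4) in young to 33.7 ± 7.69 CPM (SD, n = 4) in aged mice, of which aged mouse 4 was lowest with 22.2 CPM. Its log2 fold change was 2.73 (standard error 0.19, adjusted p = 0.00142 from the same edgeR test). Gjb2, a gap junction gene on chromosome 14 (57717437 to 57723539), fell from 185 ± 12.1 CPM (SD, n = 4) to 74.1 ± 10.8 CPM (SD, n = 4), with a log2 fold change of -1.32 (standard error 0.11, adjusted p = 0.00312 from the same edgeR test). Dbp had a log2 fold change of -2.63 (standard error 0.33, adjusted p = 0.0141 from the same edgeR test) and ranked at 23 by p. Its adjusted p passed 0.05 when young mouse 1, 3 or 4 was left out, up to 0.0633. Cndp2 had a log2 fold change of -1.95 (standard error 0.33, adjusted p = 0.0283 from the same edgeR test). Its adjusted p passed 0.05 when aged mouse 2 or 3 or any of the 4 young mice was left out, up to 0.102. Of the 20 genes that the paper names and that could be tested, 13 had an adjusted p below 0.05 adjusted over the list alone and 9 over all genes tested. The paper chose several of these genes on the same mice, so the first count is not independent evidence.

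**Figure D2:**
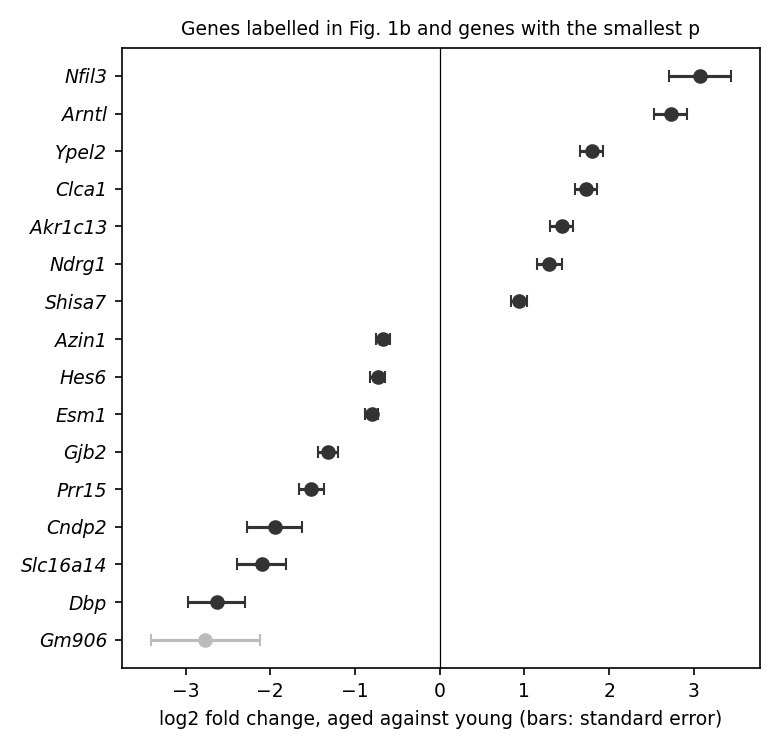
Log2 fold change of each gene labelled in Fig. 1b and of the genes with the smallest p in each direction, aged against young (n = 4 each). Bars are standard errors. Dark points passed both thresholds and the grey point, Gm906 at -2.77, did not.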

CLCA1 was among mRNAs that showed a robust increase with age (adjusted *p* = 4.92 × 10^−16^). 

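Clca1, as the counts name it, lies on the minus strand of chromosome 3 of mm9 from 144392641 to 144423941, and its longest coding transcript has 14 exons and 3524 nt. Its counts were 837, 483, 731 and 686 in aged mice 1 to 4 and 181, 172, 182 and 211 in young mice 1 to 4. After TMM normalization it stood at 37.2 ± 4.17 CPM (SD, n = 4) in aged and 11.3 ± 1.57 CPM (SD, n = 4) in young mice. The log2 fold change was 1.73 (standard error 0.13, adjusted p = 0.00142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Clca1 ranked at 2 by p among the 13944 genes. Over 19 other ways of fitting the counts its log2 fold change stayed between 1.64 and 1.84, and its adjusted p ranged from 2.50e-27 with DESeq2 to 0.0121 without young mouse 1. Leaving out any one mouse kept it past both thresholds. In the gene table of GRCm38.p6, Clca1 is an older symbol of Clca3a1, and the gene now called Clca1 appears in the counts as Clca3, with 3 counts over the 4 aged mice and 0 over the 4 young mice. The neighboring Clca2 has a coding sequence 97.1% identical to that of Clca1 over 2709 aligned positions, and 8.67% of the 100-nt windows of Clca1 occur in it exactly. The counts of Clca2 were 56, 2, 0 and 0 in the aged mice and 4, 0, 0 and 1 in the young mice, so little signal lay there to be shared.

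**Figure D3:**
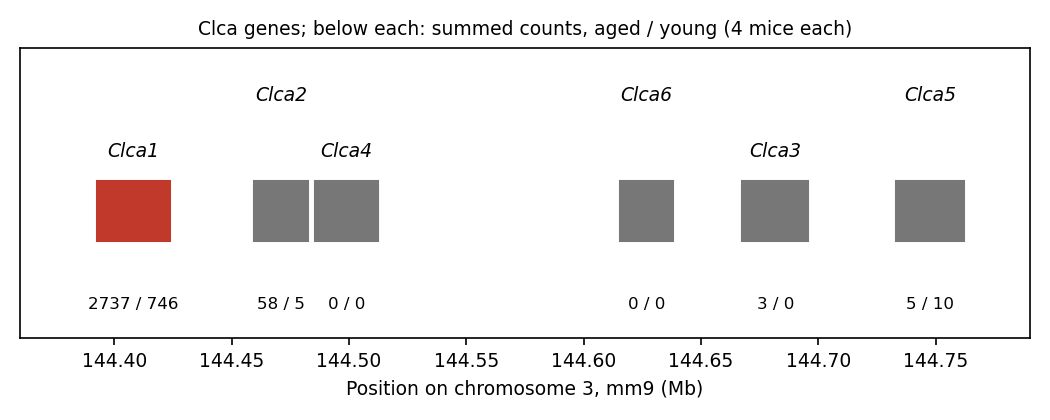
Clca genes on chromosome 3 of mm9, drawn to scale, with the position in Mb on the horizontal axis and Clca1 in red. Under each gene stand its counts summed over the 4 aged and the 4 young mice. Clca1 had 2737 and 746, and Clca2 had 58 and 5.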

We confirmed changes in CLCA1 found by RNA‐Seq by directly analyzing mRNA and protein levels in samples from aged kidneys; we confirmed that CLCA1 mRNA and the corresponding protein levels were increased in the kidney cortex of aged mice (Figure 1c,d). 

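The RT-qPCR used the RNA that was sequenced and Gapdh as the reference, so the sequenced counts were also taken relative to Gapdh. Clca1 had 1.45 ± 0.154 counts per Gapdh count (SD, n = 4) in aged and 0.422 ± 0.0903 (SD, n = 4) in young mice. The mean of the aged mice was 3.44 times that of the young mice. The mean log2 ratio was higher by 1.81 in the aged mice, and every aged mouse lay above every young mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 mice allow). Leaving out one mouse at a time gave a log2 difference between 1.64 and 1.89. Relative to Actb the log2 difference was 2.00, the largest move among the other references. Gapdh itself was not distinguishable between the groups, with a log2 fold change of -0.08 (standard error 0.09, adjusted p = 0.605 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stood at 25.6 ± 1.59 CPM (SD, n = 4) in aged and 27.1 ± 2.65 CPM (SD, n = 4) in young mice, highest in young mouse 2, and 87.3% of the 100-nt windows of its transcript lay inside a copy of at least 98% identity elsewhere in mm9. The counts therefore represent Gapdh by the read pairs that could be placed. For Clca1 the share of such windows was 17.6%. Which of the mouse Clca genes the RT-qPCR primers amplify was not determined here, so the counts of Clca1 and the RT-qPCR are not known to measure the same gene. Protein levels were not analysed here.

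**Figure D4:**
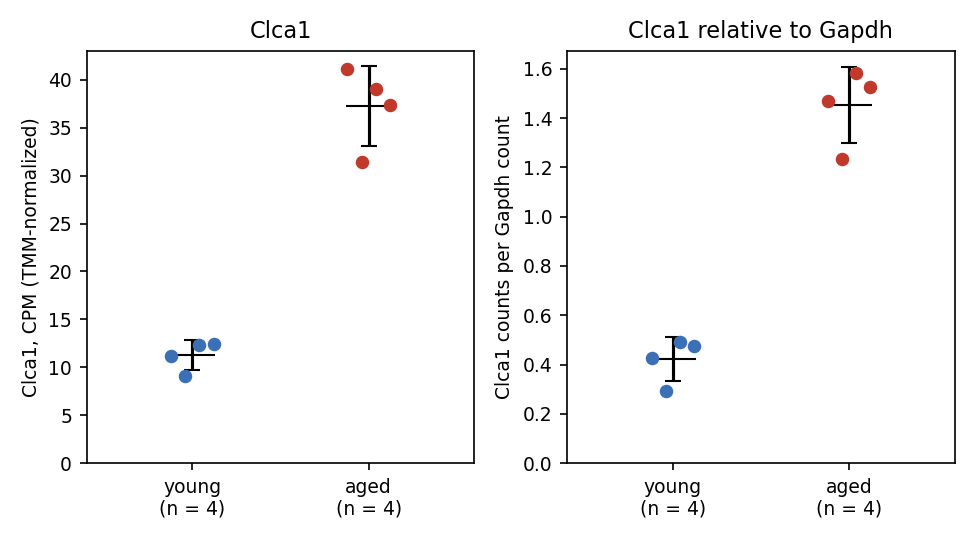
Clca1 in each mouse, as TMM-normalized CPM (left) and as counts per Gapdh count (right). Points are mice, and black marks give the mean and SD of 4 mice. The aged mice lie between 31.4 and 41.1 CPM and the young mice between 9.10 and 12.5 CPM.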

Aging was not associated with changes in the renal cortical expression of TMEM16A, a Ca^++^‐dependent Cl^−^ channel, the functional partner of CLCA1 (Figure 1e). 

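The GO annotation was not used here, and sets of the Reactome database of mouse pathways stood in for it. Genes were paired with the sets through the gene table of GRCm38.p6, and 99.0% of the genes tested received an identifier. The Reactome set Extracellular matrix organization had 194 of the 13808 genes that could be assigned, and 5 of them were among the 285 changed genes, where 4.00 were expected. The odds ratio was 1.26 (95% confidence interval 0.401 to 3.03), which was not distinguishable from chance (two-sided Fisher's exact test, adjusted p = 0.604 over the 5 sets tested). For Reactome Extracellular matrix organization among the changed genes of DESeq2, the odds ratio was 1.83 (Fisher's exact test, adjusted p = 0.0198), and over all alternatives the adjusted p ranged from 0.00437 without aged mouse 1 to 1. The odds ratio was 0.626 with genes of at least 10 counts in every mouse. The 5 changed genes of this set, named here after their values were seen, were Fgb, Ttr, Itga11, Col4a1 and Fgg. The set is thus not limited to structural matrix proteins, and it does not hold all secreted proteins.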

Gene Ontology (GO) analysis of a cellular component of regulated renal cortical mRNAs in aged mice showed extracellular region part (Fisher's exact test, *p*‐value = 3.50 × 10^−12^) and extracellular space (Fisher's exact test, *p*‐value = 6.0 × 10^−9^) as major hits; these sites may correspond to Cl^−^ secretion that could involve CLCA1 (Figure 1f). GO analysis for molecular function revealed anion transmembrane transporter activity (Fisher's exact test, *p* = 6.40 × 10^−6^), and secondary active transmembrane transporter activity (Fisher's exact test, *p* = 1.50 × 10^−8^) among the top hits (Figure 1g); these functions also could correspond to CLCA1 as a facilitator of Cl^−^ channel activity of TMEM16A, a transmembrane protein. 

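Solute carriers, the genes whose symbol starts with Slc or Slco followed by a number, stood in for the transporter terms. They were 292 of the 13944 genes tested and 12 of the 287 changed genes, where 6.01 were expected. The odds ratio was 2.08 (95% confidence interval 1.05 to 3.76, two-sided Fisher's exact test, adjusted p = 0.0290 over the 5 sets tested). Of the 12 genes 9 were lower in aged mice, with an odds ratio of 3.74 (adjusted p = 0.00594), and 3 were higher, with an odds ratio of 0.875 (adjusted p = 1). The Reactome set SLC-mediated transmembrane transport held 9 changed genes, where 4.13 were expected (odds ratio 2.28, 95% confidence interval 1.01 to 4.48, adjusted p = 0.0290). Apart from Alb, named here after its values were seen, the changed genes of this set were all among the 12 solute carriers above. Alb was higher in aged mice and is not a solute carrier. The tests of solute carriers and of this set are therefore not independent. In this set neither direction alone passed the threshold. The 5 lower genes had an odds ratio of 2.93 (Fisher's exact test, adjusted p = 0.0831) and the 4 higher genes 1.74 (adjusted p = 0.502). With upper-quartile normalization the adjusted p was 0.0512 both for solute carriers among the changed genes and for Reactome SLC-mediated transmembrane transport among the changed genes. With 1 mouse left out at a time, the solute carriers lost the threshold or reversed in 6 of 8 fits, and the Reactome set in 7. Without aged mouse 2, where 119 genes changed, the odds ratios were 1.64 and 1.18 (Fisher's exact test, adjusted p = 0.397 and 0.689). Without aged mouse 1, where 444 genes changed, they were 2.04 and 1.79 (adjusted p = 0.0109 and 0.0662). Without aged mouse 3 they were 0.406 and 0.595. Both were 0 without young mouse 1, 3 or 4, where only 8 to 14 genes changed. The 8 mice can be split into 4 and 4 in 35 ways, and Fisher's exact test was run on the 287 genes with the smallest p of each, whatever their fold change. On these genes the real split gave an unadjusted p of 0.0553 for the solute carriers and 0.0232 for the Reactome set, and 11 and 5 of the 35 splits gave one as small, the real one included. Among the 18 splits with 2 aged mice on each side, 5 and 2 did. The tests of lower and of higher genes alone were not compared with other splits. Slc16a14, which Fig. 1b labels, had a log2 fold change of -2.10 (standard error 0.29, adjusted p = 0.0180 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

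**Figure D5:**
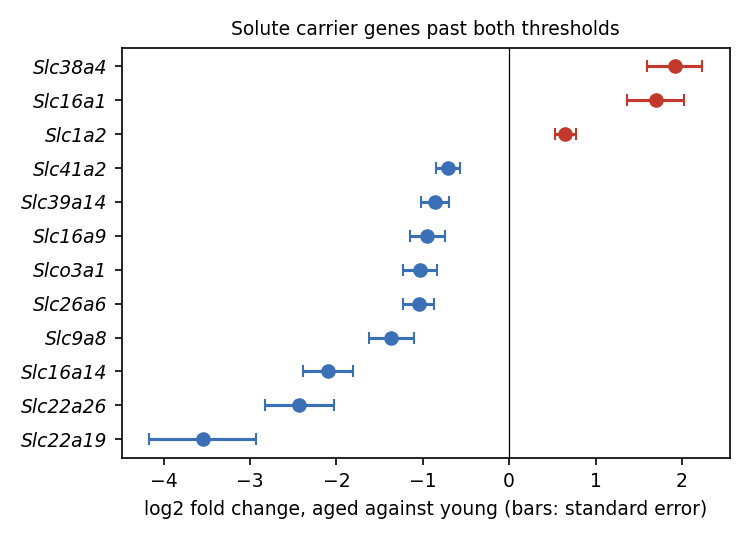
Log2 fold change, aged against young (n = 4 each), of every solute carrier that passed both thresholds. Bars are standard errors, red points are higher in aged mice and blue points lower. The values run from -3.55 for Slc22a19 to 1.92 for Slc38a4, genes named here after their values were seen.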

GO analysis of biologic process identified small molecule metabolic process as one of the top hits (Fisher's exact test, *p* = 1.70 × 10^−18^, Figure 1h), which could conceivably involve Cl^−^ transport. Thus, there was a congruence between changes in CLCA1 expression in the renal cortex of aged mice, and spatial distribution and functional processes predicted by the GO analysis.

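Small molecule metabolism was examined with the Reactome set Metabolism, which had 1238 of the 13808 genes that could be assigned. Of the changed genes 46 were in it, where 25.6 were expected, an odds ratio of 1.99 (95% confidence interval 1.41 to 2.76, two-sided Fisher's exact test, adjusted p = 4.33e-04 over the 5 sets tested). Among the genes higher in aged mice 31 were in the set (odds ratio 2.44, adjusted p = 2.18e-04). Among the genes lower in aged mice 15 were in it, which was not distinguishable from chance (odds ratio 1.42, adjusted p = 0.255). Leaving out one mouse at a time gave odds ratios from 1.02 without young mouse 4 to 2.66 without young mouse 2. The adjusted p was above 0.05 in 6 of these 8 fits, those without aged mouse 2 or 3 and those without any one young mouse. On the 287 genes with the smallest p, whatever their fold change, the real split gave an unadjusted Fisher's exact p of 0.00226, and 3 of the 35 splits of the mice gave one as small, the real one included. The other 2 keep 3 aged mice together, and 0 of the 18 splits with 2 aged mice on each side did.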

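Clca1 is not a solute carrier, and its symbol matched more than one gene of GRCm38.p6, so it entered none of the Reactome tests and could not contribute to their odds ratios. From the increase in Clca1 and from the GO terms for extracellular sites, transmembrane transport and small molecule metabolism, the paper concludes that the change in CLCA1 matches the sites and processes of the regulated mRNAs, and it proposes that these could involve chloride movement.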

**FIGURE 1:**
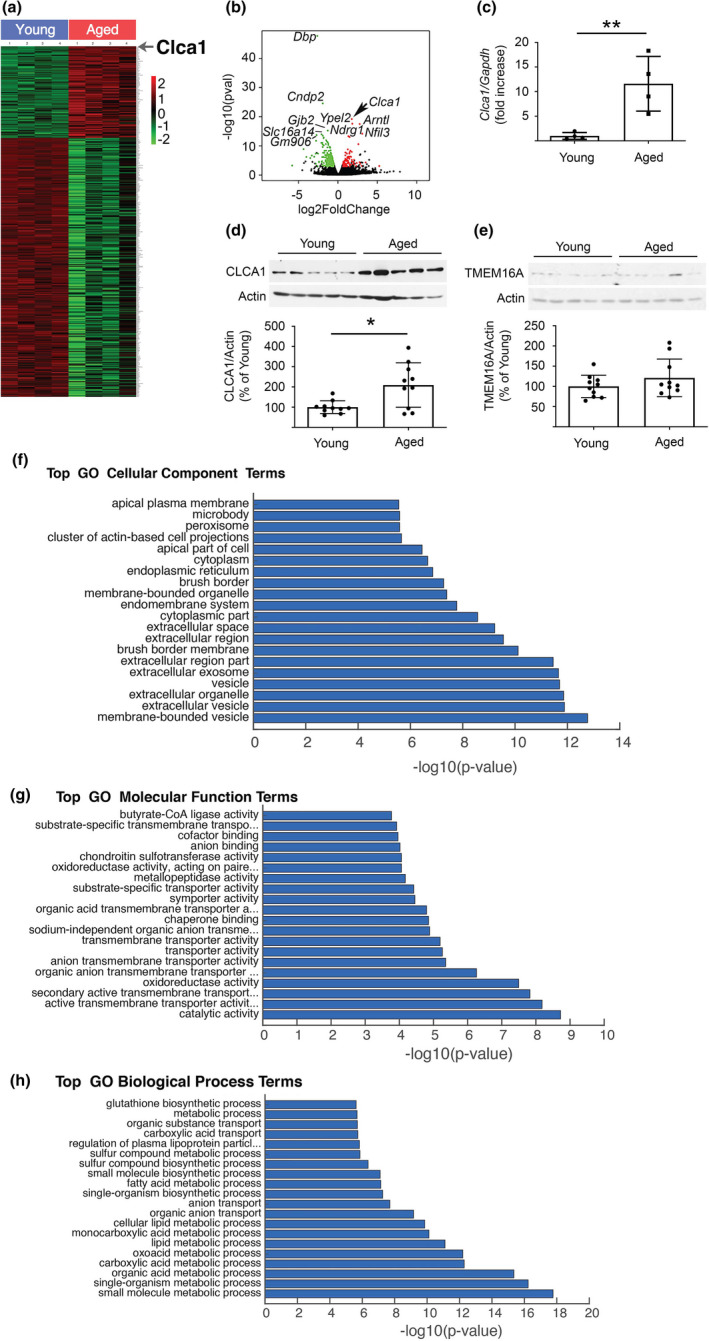
Aging is associated with an increase in kidney CLCA1 expression in mice and humans. (a) HEAT map shows the distribution of kidney mRNAs that were significantly increased (red) or decreased (green) in the aged mice (n = 4) versus young mice (n = 4). The location of CLCA1 is shown. (b) A volcano plot of mRNA changes in renal cortex of young mice and aged mice. CLCA1 expression was increased in the kidneys of aged mice (arrow). (c) RT‐qPCR using specific primers shows an increase in renal cortical CLCA1 mRNA in aged mice (n = 4) versus young mice (n = 4). (d) Immunoblotting shows an increase in CLCA1 protein expression in the renal cortex of aged mice (n = 10) compared to young mice (n = 10). (e) Immunoblotting did not show change in the expression of TMEM16A in kidneys of aged mice (n = 10) versus young mice (n = 10). (f) GO analysis of a cellular component of regulated kidney mRNAs showed the extracellular region part and extracellular space were among the major hits. (g) GO analysis for molecular function revealed anion transmembrane activity and secondary active transmembrane transporter activity among the top hits. (h) GO analysis for the biologic process identified small molecule metabolic process as one of the top findings. (c), (d), (e). Data (mean ± SD) are shown in bars with scatter plots, and were analyzed by t test. *p < 0.05, **p < 0.01

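The list of the genes in the heat map was not used here, and genes called from the counts stand in its place. For each aged mouse, genes were first called without it, and its own mean log2 change from the young mean was then taken in the direction of the call, over the genes also tested with all 8 mice. The genes called numbered 444 without aged mouse 1, 119 without aged mouse 2, 115 without aged mouse 3 and 733 without aged mouse 4. The mean change was 1.34 in aged mouse 1, 1.21 in aged mouse 2, 1.22 in aged mouse 3 and 0.59 in aged mouse 4. The other aged mice, on which the genes were called, averaged 1.18, 1.39, 1.44 and 1.29 over the genes called without aged mouse 1, 2, 3 and 4. The change had the direction of the call in 89.8%, 98.3%, 95.5% and 91.7% of the genes in aged mice 1 to 4. Each mean rests on a different set of genes, and the difference between the mice was not tested.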

Immunohistochemistry showed a faint tubular expression of CLCA1 in the renal cortex of young mice; in aged mice, CLCA1 expression was robustly increased in the tubules including in the proximal tubules; there was also some increase in the glomerular mesangium staining for CLCA1 (Figure 2a). H_2_S is constitutively synthesized in the kidney and plays a highly nuanced role in kidney physiology and pathology (Kasinath et al., 2018). In the aging kidney, deficiency in the synthesis of H_2_S is associated with accumulation of matrix proteins which contributes to renal fibrosis, inhibition of AMP‐activated protein kinase (AMPK) activity, and activation of mTORC1 (Lee et al., 2018; Sataranatarajan et al., 2012). Stimulation of mTORC1 is a major determinant of the synthesis of proteins including matrix proteins (Kasinath et al., 2009; Sataranatarajan et al., 2007). Administration of H_2_S in the form of NaHS to 18–19‐month old mice for 5 months inhibits these signaling events and an increase in matrix proteins, renal fibrosis, while also reducing albuminuria (Lee et al., 2018). These data show a fundamental role for H_2_S in aging‐associated kidney injury. We examined whether H_2_S regulated kidney CLCA1 expression in aged mice. NaHS reduced the renal cortical expression of CLCA1 in aging mice compared to untreated aging mice (Figure 2b,c).

**FIGURE 2:**
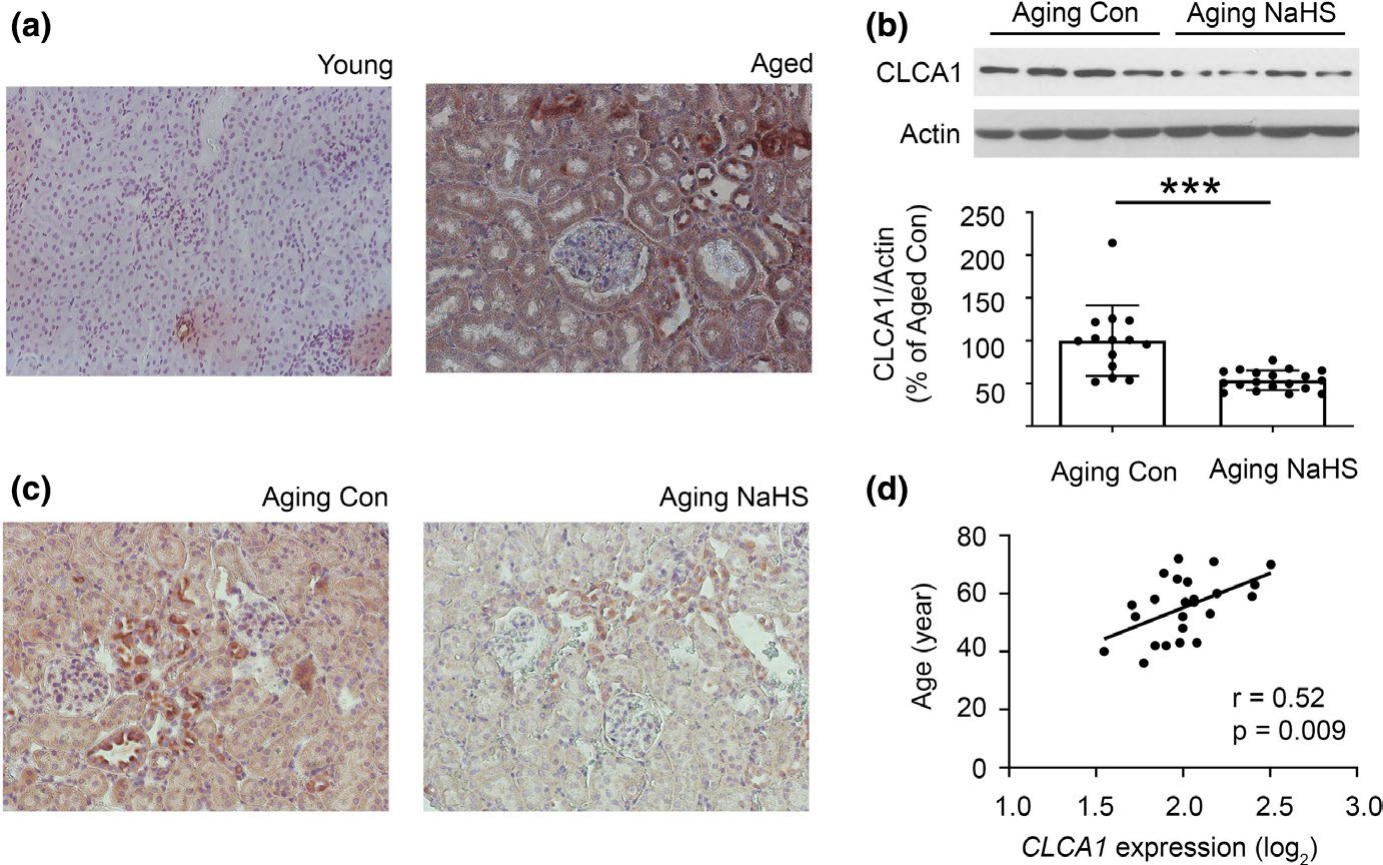
Histologic analysis of kidney CLCA1 expression. (a) On immunoperoxidase staining (x200) a faint tubular expression of CLCA1 was seen in kidney cortex from young mice, which was robustly increased in aged mice. Representative images from young (n = 4 ) and aged mice are shown (n = 4). (b, c) Administration of NaHS to 18–19‐month‐old aging mice daily for 5 months (n = 20; Aging NaHS) reduced renal cortical CLCLA1 expression by immunoblotting compared to aging mice receiving water vehicle (Aging Con; n = 14; b). This was confirmed by immunoperoxidase staining (x200; C). (d) There was a direct correlation between age and CLCA1 mRNA expression in the tubule interstitium compartment in the kidney tissue from human subjects (n = 24). (b) Data (mean ± SD) are shown in bars with scatter plots and were analyzed by t test. ***p < 0.001

To determine the potential evolutionary and clinical relevance of these findings, we also assessed the changes with age in CLCA1 expression in both non‐human primate and human kidney samples. Aging is associated with robust kidney fibrosis in the marmoset (*Callithrix jacchus*), a non‐human primate (Lee et al., 2019). On immunoblotting lysates from the kidney cortex of aged female marmosets, we found a significant increase in the expression of a 72 kDa fragment of CLCA1, which probably corresponds to its functional N‐terminal domain that binds to TMEM16A to augment Cl^−^ current (Figure S1); a trend toward an increase in the expression of the whole 130 kDa molecule was seen in the same animals (*p* = 0.08). The changes in kidney cortical CLCA1 expression in the aged male marmosets did not reach clinical significance. We examined if similar changes were seen in kidneys from humans. There was a significant direct correlation between age and CLCA1 mRNA expression in the kidney tubule‐interstitial compartment in a human cohort (Figure 2d); this aligned with the increased tubular expression seen in aged mice (Figure 2a). These data show the following: (1) Changes in renal cortical CLCA1 expression parallel kidney injury and its amelioration by NaHS in aging mice. (2) Tubular epithelial cells including those in the proximal tubules contribute to an increase in kidney CLCA1 expression in aging. (3) Aging‐related increase in kidney CLCA1 expression is evolutionarily conserved.

### 2.2 Chloride channel accessory 1 overexpression induces mTORC1 and augments matrix protein content

We investigated if CLCA1‐TMEM16A‐Cl^−^ current system has a mechanistic role in kidney injury encountered in aging. Kidney matrix protein increase in aging mice is associated with mTORC1 activation (Lee et al., 2018). Whether CLCA1 has a role in this process is not known. We stably overexpressed FLAG‐tagged human CLCA1 (hCLCA1) in a mouse proximal tubular epithelial cell line (MCT). This resulted in increased expression of both the full length ~130 kDa CLCA1 molecule and a ~72 kDa fragment, probably the N‐terminal fragment, which associates with TMEM16A to promote Cl^−^ current (Figure 3a). However, TMEM16A expression was unchanged in hCLCA1 overexpressing cells (Figure 3b). On whole cell patch clamp, Cl^−^ current was higher in hCLCA1 overexpressing cells indicating that the Cl^−^ channel activity of TMEM16A was increased; Cl^−^ current was completely inhibited by T16Ainh‐A01, a selective TMEM16A inhibitor (Figure 3c). Overexpression of hCLCA1 resulted in increase in fibronectin, a kidney matrix protein that is increased in the aging kidney (Lee et al., 2018, 2019) (Figure 3d).

**FIGURE 3:**
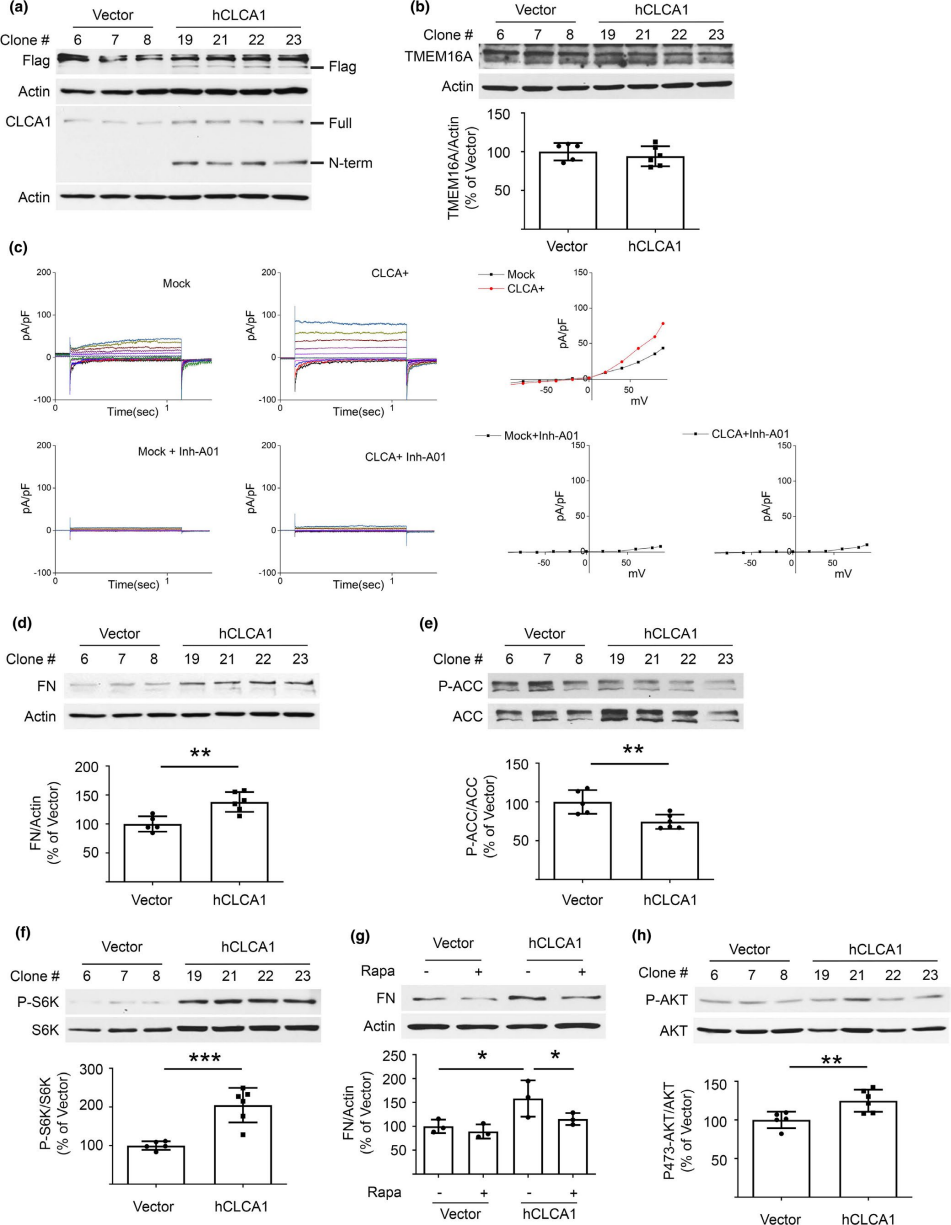
Overexpression of hCLCA1 increases matrix protein and induces changes in signaling kinases in proximal tubular epithelial cells in vitro. (a) Immunoblotting shows increased CLCA1 expression (130 kDa) and probably of its N‐terminal fragment (72 kDa) in cells stably transfected with hCLCA1 (six clones) versus control plasmid transfected clones (five clones); bands from three control and four hCLCA1 overexpressing clones are shown. (b) hCLCA1 overexpression did not alter TMEM16A expression. (c) Whole cell patch‐clamp shows an increase in Cl^−^ current in hCLCA1 overexpressing cells versus vector‐transfected controls (mock). Cl^−^ current was abolished by T16Ainh‐A01 in both mock and hCLCA1 overexpressing cells. (d) Overexpression of hCLCA1 resulted in increase in matrix protein fibronectin (FN). (e, f). Immunoblotting with specific antibodies showed decrease in ACC phosphorylation, and increase in p70S6 kinase (S6K) phosphorylation. (g) Incubation with 25 nM rapamycin for 30 min abolished the increase in fibronectin expression seen following overexpression of hCLCA1 (data from three experiments are shown). (h) Overexpression of hCLCA1 increased Akt phosphorylation at Ser473. Data (mean ± SD) are shown in bars in scatter plots and were analyzed by t test (b, d‐f, and h) or ANOVA (g). *p < 0.05, **p < 0.01, ***p < 0.001. (d, e, f, h) employed five control and six hCLCA1 clones.

We explored signaling pathways that regulate the synthesis of proteins including matrix proteins in the kidney. AMPK is an energy sensor that constitutively inhibits mTORC1 in controlling protein synthesis in the kidney (Kasinath et al., 2009; Lee et al., 2007). hCLCA1 overexpression inhibited AMPK activity as shown by reduction in the phosphorylation of acetyl CoA carboxylase (ACC), its direct substrate (Figure 3e); increased phosphorylation of p70S6 kinase indicated mTORC1 activation (Figure 3f). Rapamycin abolished the increase in fibronectin in hCLCA1 overexpressing cells (Figure 3g) while inhibiting mTORC1 (Figure S2). Akt is upstream of mTORC1 in signaling pathways regulating protein synthesis (Kasinath et al., 2009). Akt phosphorylation of Ser473 was increased (Figure 3h) suggesting mTORC2 activation (Sarbassov et al., 2005). Akt inhibits AMPK and increases the activity of mTORC1 leading to stimulation of synthesis of proteins (Hawley et al., 2014; Kasinath et al., 2009). The reason for Akt phosphorylation increase by overexpression of CLCA1 is not clear; it is possible that it is linked to increasing Cl^−^ current at the cell surface. Changes in the phosphorylation of AMPK, mTORC1, and Akt are identical to the data reported in the renal cortex of aging mice and marmosets. (Lee et al., 2018, 2019). These results show the following: (1) Overexpression of CLCA1 increases Cl^−^ current in proximal tubular epithelial cells. (2) It also activates Akt, inhibits AMPK, and stimulates mTORC1 leading to increased fibronectin expression.

### 2.3 Chloride channel accessory 1 overexpression promotes SASP

A subset of kidney cells including proximal tubular epithelial cells manifest SASP in aging mice, and interventions that reduce SASP ameliorate aging‐associated kidney injury (Baker et al., 2016; Lee et al., 2018). SASP has been linked to mTOR activation (Herranz et al., 2015). SASP involves the secretion of pro‐fibrotic factors that promote kidney fibrosis (Xu et al., 2020). Wnt9–TGFβ1 pathway has been shown to be involved in this process (Luo et al., 2018). hCLCA1 overexpressing cells showed increased expression of p53, p21, and p16^INK4a^, features of cell senescence (Figure 4a‐c). Cells manifesting SASP assume a pro‐inflammatory phenotype; kidney content of IL‐1β and IL‐6 is increased in aging mice (Lee et al., 2018) Overexpression of hCLCA1 augmented the expression of IL‐1α, IL‐1β, and IL‐6 (Figure 4d‐f) in agreement with the in vivo observations. Data in Figures 3 and 4 show that hCLCA1 overexpression reproduces key aging‐associated changes in kidney matrix proteins, signaling pathways, and SASP. These data implicate CLCA1 system in bringing about these aging‐associated features in the kidney.

**FIGURE 4:**
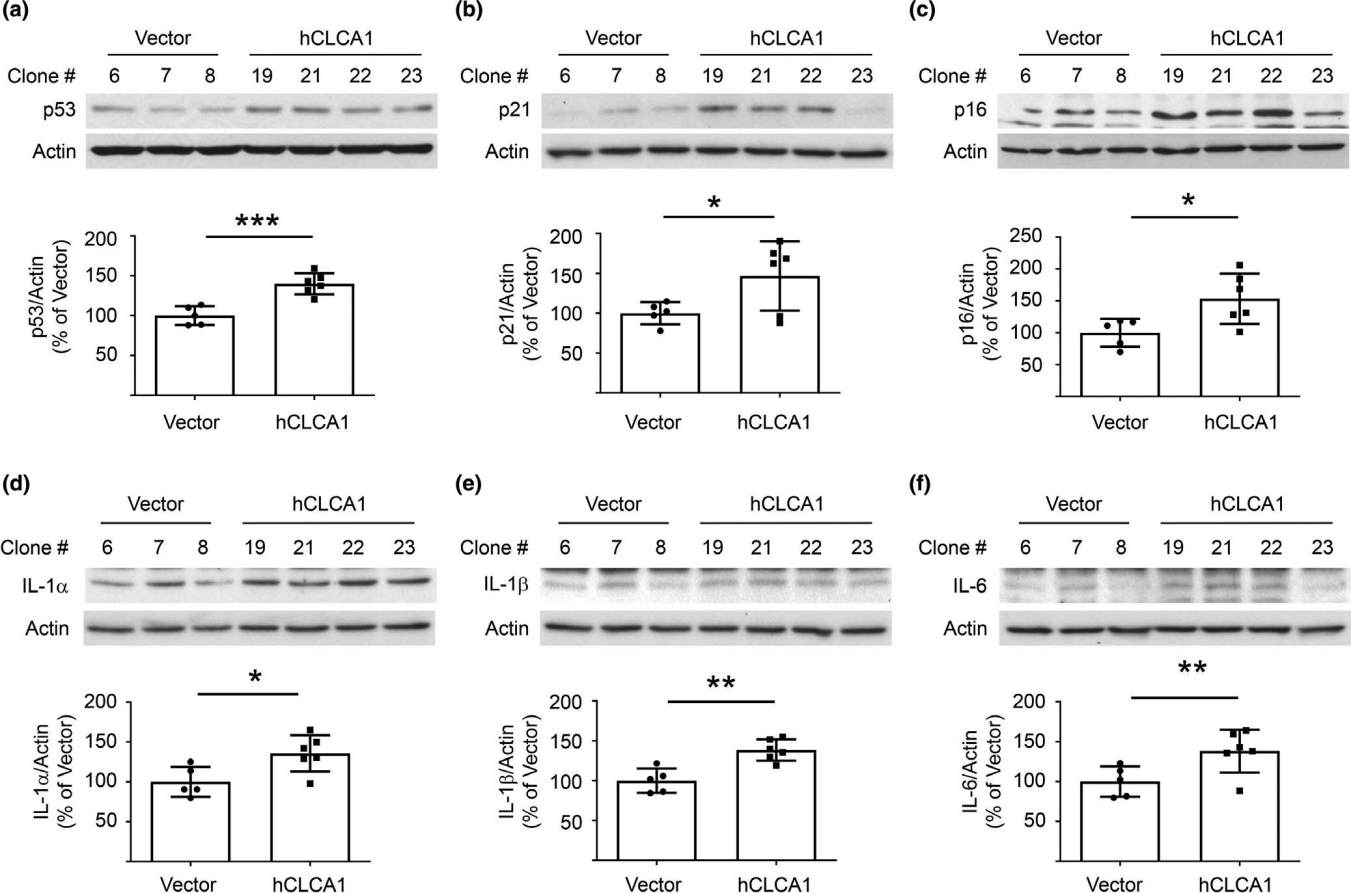
SASP is induced by overexpression of hCLCA1 in proximal tubular epithelial cells in vitro. (a‐c) Overexpression of hCLCA1 resulted in increase in the expression of p53, p21, and p16^INK4a^. (d‐f) Increased expression of IL‐1α, IL‐1β, and IL‐6 was seen in cells overexpressing hCLCA1. Data (mean ± SD) are shown in bars with scatter plots and were analyzed by t test. *p < 0.05, **p < 0.01, ***p < 0.001. (a‐f, five control and six hCLCA1 clones were employed)

### 2.4 TMEM16A activity is required for CLCA1‐induced changes

Chloride channel accessory 1 acts to facilitate Cl^−^ current generated by TMEM16A. Alternatively, it could have TMEM16A‐independent actions. We explored whether the effects of CLCA1 overexpression required the activity of TMEM16A by employing T16Ainh‐A01, a TMEM16A selective inhibitor that blocks the activity of the latter (Figure 3c). The inhibitor abolished the increase in fibronectin induced by hCLCA1 overexpression without affecting the expression of hCLCA1 or TMEM16A (Figure 5a‐c). T16Ainh‐A01 also inhibited features of SASP induced by hCLCA1 overexpression (Figure 5d‐h). These data demonstrate that the ability of CLCA1 to stimulate matrix protein synthesis and induce SASP in renal epithelial cells requires the activation of TMEM16A, the Ca^++^‐dependent Cl^−^ channel.

**FIGURE 5:**
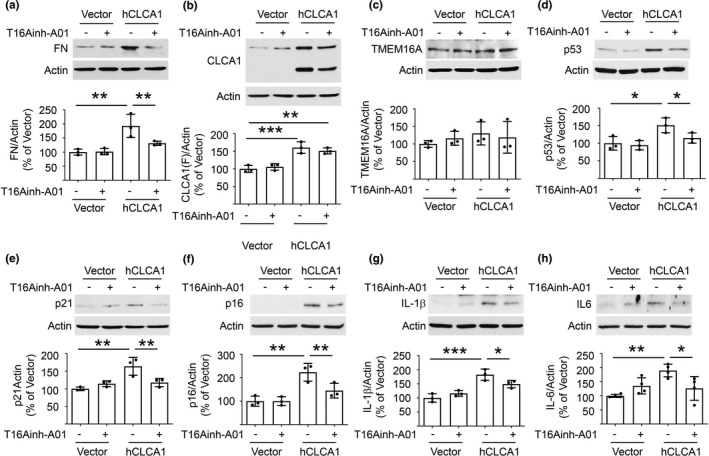
TMEM16A inhibition abolishes changes in fibronectin and SASP induced by overexpression of hCLCA1 in proximal tubular epithelial cells in vitro. (a‐c) T16Ainh‐A01, a selective TMEM16A inhibitor, inhibited increase in matrix fibronectin induced by hCLCA1 overexpression versus vector‐transfected controls without affecting the expression of CLCA1 and TMEM16A. (d‐h) T16Ainh‐A01 abolished hCLCA1‐overexpression‐induced increase in p53, p21, p16^INK4a^, IL‐1β, and IL‐6. Data from 3–4 experiments (mean ± SD) are shown in scatter plots and were analyzed by ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001

### 2.5 Effect of H_2_S on CLCA1‐induced changes

Recent findings indicate that gaseous molecules including H_2_S are important regulators of kidney function (Feliers et al., 2016; Kasinath et al., 2018). H_2_S is constitutively synthesized by the kidney (Lee et al., 2018, 2019). Proximal tubule epithelial cells and podocytes synthesize H_2_S in vitro (Lee et al., ,^2012^, ^2017^). Cystathionine γ‐lyase (CSE) and cystathionine β‐synthase (CBS) are involved in H_2_S generation in the trans‐sulfuration pathway (Kasinath et al., 2018). Kidney injury manifesting as matrix accumulation in diabetes is associated with the decreased synthesis of H_2_S (Lee et al., 2012); administration of H_2_S ameliorates kidney injury in diabetic rodents (Zhou et al., 2014). We have reported that kidney H_2_S generation is decreased in aging mice, and that administration of NaHS ameliorates matrix protein increase and SASP in them (Lee et al., 2018). We tested if there was an interaction between CLCA1 and H_2_S. Overexpression of hCLCA1 reduced the expression of CSE but not of CBS; however, H_2_S generation was unaffected (Figure 6a,b) suggesting that CLCA1‐independent mechanisms cause H_2_S deficiency in the aging kidney. Interestingly, NaHS inhibited an increase in fibronectin induced by hCLCA1 overexpression (Figure 6c). We examined the signaling mechanism underlying NaHS effects. NaHS countered changes in the activity of AMPK and mTORC1 seen with overexpression of hCLCA1. Thus, NaHS restored AMPK activity and inhibited mTORC1 activity in hCLCA1 overexpressing cells (Figure 6d,e). Additionally, NaHS abolished some aspects of SASP in hCLCA1 overexpressing cells (Figure 6f,g). These effects of H_2_S are in agreement with the data in aging mice that received NaHS (Lee et al., 2018). Overexpression of hCLCA1 resulted in an increase in Cl^−^ current (Figure 3c). Patch‐clamp studies showed that hCLCA1‐induced Cl^−^ current was inhibited by NaHS (Figure 6h). Together, in vivo and in vitro data identify CLCA1‐TMEM16A‐Cl^−^ current axis as an important regulator of matrix accumulation and SASP in aging. H_2_S is upstream of CLCA1 as supported by the abolition of increase in kidney CLCA1 expression by the administration of NaHS to aging mice (Figure 2b,c), and, by inhibition of Cl^−^ current induced by CLCA1 overexpression (Figure 6h).

**FIGURE 6:**
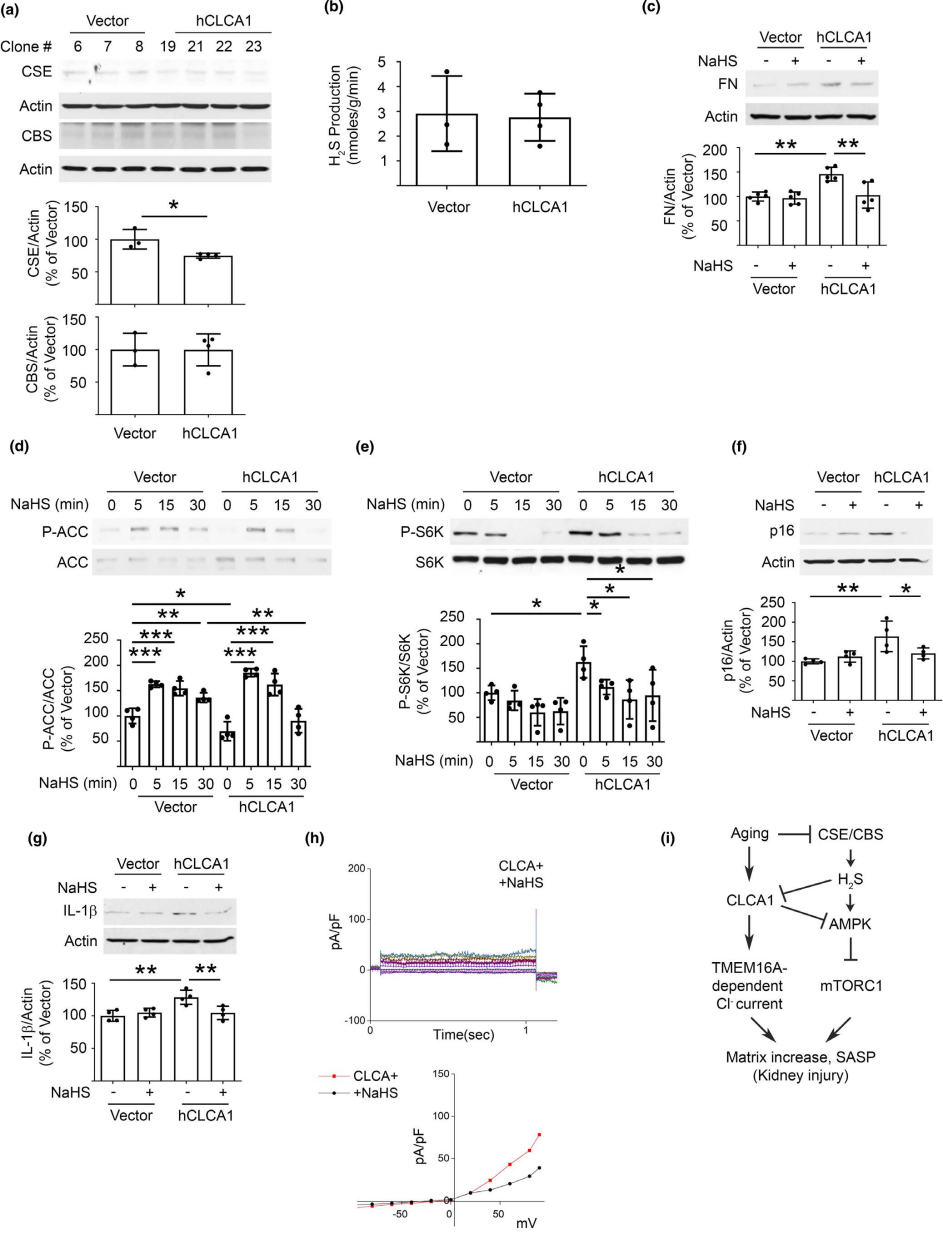
Interaction between overexpression of hCLCA1 and H_2_S in proximal tubular epithelial cells in vitro. (a) Expression of CSE but not CBS, enzymes in the trans‐sulfuration pathway involved in H_2_S generation, was decreased by overexpression of hCLCA1. (b) Increased hCLCA1 expression did not affect H_2_S generation in MCT cells. (c) NaHS abolished the increase in fibronectin expression induced by overexpression of hCLCA1. (d) AMPK activity as assessed by phosphorylation of its substrate ACC was inhibited by overexpression of hCLCA1, which was abolished by NaHS. (e) Activity of mTORC1 as evaluated by phosphorylation of its substrate p70S6 kinase(S6K) was increased by hCLCA1 overexpression, which was reduced by NaHS. (f, g) NaHS inhibited some aspects of SASP, that is, increase in p16^INK4a^ and IL‐1β, induced by overexpression of hCLCA1. Data from four experiments (mean ± SD) are shown in bars with scatter plots and were analyzed by ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001. (h) Patch‐clamp studies: addition of NaHS inhibited Cl^−^ current induced by hCLCA‐1 overexpression. (i) A schematic summarizes the role of CLCA1‐TMEM16A‐Cl^−^ current in aging‐associated kidney injury.

## 3 DISCUSSION

For the first time, we show that CLCA1 contributes to kidney injury in aging by stimulating Cl^−^ current via activation of TMEM16A, a Ca^++^‐dependent Cl^−^ channel. Activation of Cl^−^ current, a cell surface phenomenon, sets off signaling events that regulate the synthesis of proteins and induce SASP in proximal tubular epithelial cells (Figure 6i). Our additional novel finding is that this system is under the regulation of H_2_S.

Different types of Cl^−^ channels (CLC) exist in the kidney (Verkman & Galietta, 2009). Eight members of CLC gene family serve as anion channels or anion‐proton exchangers (Jentsch & Pusch, 2018). Other types of Cl^−^ channels in the kidney include cystic fibrosis transmembrane conductance regulator, Ca^++^‐dependent Cl^−^ channels, for example, TMEM16A (anoctamin‐1), volume‐regulated anion channels, ligand‐gated channels, and maxi‐ion channels. They are involved in endosomal and lysosomal functions, and Golgi acidification (Jentsch & Pusch, 2018; Verkman & Galietta, 2009). Our study involves the TMEM16A channel.

TMEM16A belongs to a family of ten members (TMEM16A‐K) (Caputo et al., 2008; Schroeder et al., 2008; Yang et al., 2013). TMEM16A is expressed in airway epithelia and smooth muscle, and is linked to mucus cell metaplasia and airway hyperactivity (Caputo et al., 2008; Huang et al., 2012; Scudieri et al., 2012). In the kidney, podocytes, proximal tubular epithelial cells, and principal epithelial cells of collecting ducts express TMEM16A (Faria et al., 2014; Schreiber et al., 2019). It is located in the apical and sub‐apical membrane domains in proximal tubular epithelial cells (Faria et al., 2014). In addition to being a Cl^−^ channel, TMEM16A regulates albumin uptake and endosomal acidification (Faria et al., 2014). Global TMEM16A knock‐out mice develop albuminuria and die postnatally due to unstable airway (Ousingsawat et al., 2009; Rock et al., 2008). Podocyte‐specific TMEM16A knock‐out mice display normal podocyte structure and glomerular filtration associated with non‐significant increase in albuminuria (Faria et al., 2014). Tubule‐specific TMEM16A knock‐out mice develops transient proteinuria associated with retention of endosomal vesicles in proximal tubules (Faria et al., 2014). Combined podocyte and tubular TMEM16A knock‐out mice have reduced glomerular number and proteinuria; proximal tubular epithelial cells show loss of cilia (Schenk et al., 2018). TMEM16A is involved in polycystic kidney disease by increasing Cl^−^ secretion and cyst growth (Buchholz et al., 2014; Schreiber et al., 2019). ATP, UTP, calmodulin, phosphatidylinositol 4,5‐bisphosphate, ezrin, radixin, and moesin regulate TMEM16A activity (Perez‐Cornejo et al., 2012; Pritchard et al., 2014; Schwiebert et al., 2002; Tian et al., 2011; Turner et al., 2007). Activation of TMEM16A is facilitated by CLCA1 which has four human and eight murine homologs; CLCA1 is secreted (Gibson et al., 2005; Mundhenk et al., 2018; Yurtsever et al., 2012). Cells in colon, small intestine, and kidney express CLCA1 (Agnel et al., 1999).

We report for the first time that kidney cortical CLCA1 expression is increased in aging as an evolutionarily conserved feature. Patch‐clamp studies in proximal tubular epithelial cells in vitro showed that overexpression of hCLCA1 resulted in increase in Cl^−^ current by TMEM16A activation. Increased hCLCA1 expression markedly affected signaling leading to increased matrix protein content. hCLCA1 overexpression drove Akt phosphorylation which was associated with downstream stimulation of mTORC1, and an increase in matrix proteins. Similar processes of activation of Akt‐mTORC1 axis also occur in association with fibrosis in the kidney in aging mice (Lee et al., 2018). Inhibition of TMEM16A mitigated mTORC1 activation and increase in matrix proteins in hCLCA1 overexpressing cells. These data show CLCA1‐TMEM16A‐Cl^−^ axis is upstream of signaling regulation of matrix protein synthesis in the aged kidney. SASP induction by overexpression of CLCA1 may involve mTORC1 activation, a known inducer of SASP (Herranz et al., 2015). A key issue for future investigations is how the process of cell surface anion secretion should trigger SASP.

Interestingly, we found an interaction between the gasotransmitter H_2_S and the CLCA1‐TMEM16A‐Cl^−^ current system. H_2_S is drawing increasing attention for its ability to regulate several critical biological functions of the kidney (Kasinath et al., 2018). As mentioned in the results section, the kidney normally generates significant amounts of H_2_S. Reduced H_2_S generation occurs in several models of kidney injury including acute kidney injury due to ischemia, urinary tract obstruction, or *cis*‐platinum toxicity, and, also in chronic kidney injury encountered in diabetes and hypertension including pregnancy‐related preeclampsia. Treatment with H_2_S donors ameliorates kidney injury in these disorders (Kasinath et al., 2018). Our previous work has added kidney injury due to aging to this list. Aging kidneys have decreased expression of CSE and CBS enzymes leading to reduced H_2_S generation. Administration of H_2_S to aging mice ameliorates fibrosis, albuminuria, and SASP by stimulating AMPK and inhibiting mTORC1 in the kidney (Lee et al., 2018). Our studies on mechanisms underlying the salutary effect of H_2_S on cell injury caused by CLCA1 overexpression also revealed that it involves stimulation of AMPK and inhibition of mTORC1. These data together demonstrate that H_2_S deficiency is a proximal event in the aging kidney leading to downstream activation of CLCA1‐TMEM16A‐Cl^−^ current axis and mTORC1‐regulated cell events. The latter include matrix protein synthesis and SASP (Figure 6i) as both are linked to mTOR activation (Herranz et al., 2015; Kasinath et al., 2009). SASP has been linked to extracellular matrix remodeling and kidney fibrosis by activation of the pro‐fibrotic pathways including the Wnt9 and TGFβ1 pathways (Luo et al., 2018). We saw similar recruitment of AMPK by H_2_S to inhibit mTOR and matrix protein increase in high glucose‐treated podocytes (Lee et al., 2012). In addition, high glucose‐induced increase in NADPH oxidase 4 expression and subsequent oxidative injury in proximal tubule epithelial cells was also inhibited by H_2_S by activating AMPK (Lee et al., 2017). These data suggest that H_2_S employs a common signaling mechanism involving AMPK activation in protecting against kidney cell injury.

The mechanism by which stimulation of CLCA1‐TMEM16A pathway activates Akt signaling is not clear from our studies. Increased Cl^−^ current may be associated with Na^+^ and fluid secretion across the cell membrane altering cell shape, which can activate signaling pathways (Schmick & Bastiaens, 2014). Studies are needed to address the status of Cl^−^ secretion in the aging kidney; data on measurement of Cl^−^ in excreted urine will be difficult to interpret because of numerous other factors that regulate Cl^−^ transport in and out of tubular cells in the kidney. These non‐CLCA1‐TMEM16A determinants of Cl^−^ handling in the kidney include many other types of Cl^−^ channels, Na^+^ K^+^ 2Cl transporter, Cl^−^ anion exchangers to mention a few. Additionally, passive paracellular Cl^−^ transport mechanisms also exist in the kidney. Urinary Cl^−^ is a composite result of all these determinants.

TMEM16A promotes cyst growth in polycystic kidney disease (Schreiber et al., 2019). Aging is associated with the development of kidney cysts; CLCA1‐TMEM16A‐Cl^−^ current axis could have a role in this phenomenon. Kidney cysts are common in end‐stage kidney disease, often associated with malignancy. These processes could also involve the CLCA1‐TMEM16A‐Cl^−^ current system.

In summary, we identify CLCA1‐TMEM16A‐Cl^−^ current axis as a novel paradigm contributing to kidney injury in aging. It could serve as an interventional target to arrest aging‐associated kidney injury.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 RNA‐Seq for Transcriptome Profiling and Bioinformatics

RNA was extracted from the kidney cortex of C57BL6 young mice (n = 4, mean age 5 months) and aged mice (n = 4, mean age 32 months), using TRIzol (Cat. #, 15596018, Thermo Fisher Scientific) as previously described (Cavaglieri et al., 2015). RNA quality and integrity were checked using Agilent 2100 Bioanalyzer using RNA 6000 Nano kit (Agilent Technologies). Approximately 500 ng total RNA was used for RNA‐Seq library preparation by following the KAPA stranded RNA‐Seq kit with RiboErase (HMR) sample preparation guide (Cat. #, KR1151, KAPA Biosystems). The first step in the workflow involved the depletion of rRNA by hybridization of complementary DNA oligonucleotides, followed by treatment with RNase H and DNase to remove rRNA duplexed to DNA and original DNA oligonucleotides, respectively. Following rRNA removal, the remaining RNA was fragmented into small pieces using divalent cations under elevated temperature and magnesium. The cleaved RNA fragments were copied into first strand cDNA using reverse transcriptase and random primers. This was followed by second strand cDNA synthesis using DNA polymerase I and RNase H. Strand specificity was achieved by replacing dTTP with dUTP in the second strand marking mix . The incorporation of dUTP in the second strand synthesis effectively quenches the second strand during amplification, since the polymerase used in the assay will not incorporate past this nucleotide. These cDNA fragments then went through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final RNA‐Seq library. RNA‐Seq libraries were subjected to quantification process by the combination of Qubit and Bioanalyzer, pooled for cBot amplification and subsequent sequenced with 100 bp paired‐end (PE) sequencing module with Illumina HiSeq 3000 platform. After the sequencing run, demultiplexing with script bcl2fastq2 (Illumina) were employed to generate the fastq file for each sample. The average of 41M PE reads was generated for each sample. All sequencing reads were aligned with their reference genome (UCSC mouse genome build mm9) using TopHat2 (Trapnell et al., 2012) with options (‐r 100 ‐‐no‐sort‐bam–no‐coverage‐search ‐‐library‐type fr‐firststrand) and the BAM files obtained after alignment were processed using HTSeq‐count (Anders et al., 2015) (with options: ‐s reverse ‐q ‐i gene_id) using NCBI RefSeq gene annotation for mm9 to obtain the counts per gene in all samples. Expression abundance of each gene was subsequently converted in unit of the fragment per kilobase of transcript per million transcripts mapped (FPKM). Differential expression was evaluated using DESeq (Anders & Huber, 2010) to obtain fold‐change, *p*‐value, and adjusted *p*‐value using Benjamini and Hochberg, (1995) correction for multiple tests. We selected differentially expressed genes (DEGs) based on the following criteria: 1) fold‐change >1.5) adjusted *p*‐value <0.05; and 3) FPKM >1. Gene ontology enrichment from the DEG list was performed using TopGO package (Alexa et al., 2006), and significantly enriched functions were selected based on classic Fisher's Exact test *p*‐value <0.05. Differential expression was visualized, such as the volcano plot, using R (https://www.r‐project.org). Data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155407.

### 4.2 mRNA measurement by real‐time (RT)‐qPCR

We employed the same RNA with RNA‐Seq analysis for RT‐qPCR. Total RNA was treated with DNase I for 30 min at 37°C, and then the mixture was incubated for 10 min at 80℃ to inactivate DNase I. 1 µg of RNA was used for cDNA generation using iScript RT SuperMix for RT‐qPCR (Cat. #, 1708841, Bio‐Rad). 2 µl of cDNAs were used for RT‐qPCR using RT^2^ SYBR Green ROX^™^ RT‐qPCR Mastermix (Cat. #, 330520, Qiagen) and primers for mouse CLCA1 (Cat. # PPK040451E‐200, Qiagen), mouse *Tmem16A* (Cat. # PPM26917B‐200, Qiagen) and mouse glyceraldehyde‐3 phosphate dehydrogenase (*Gapdh*; Cat. # PPM02946E, Qiagen). The RT‐qPCR was run in a MasterCycler RealPlex4 (Eppendorf). Quantitation of the mRNAs was performed using the 2^−ΔΔCt^ method using *Gapdh* as a housekeeping gene (Cavaglieri et al., 2015).

### 4.3 Cell Culture

Murine proximal tubular epithelial (MCT) cells (kindly provided by Dr. Eric Neilson, Northwestern University, Chicago, IL) were grown in Dulbecco's modified Eagle's medium containing 7% fetal bovine serum, 5.5 mM glucose, 100 units/ml penicillin, 100 µg/ml streptomycin, and 2 mM glutamine (Mariappan et al., 2005).

### 4.4 Generation of human chloride channel accessory 1 expressing cells

Transfection was performed employing FuGENE^®^HD according to the manufacturer's instructions (Promega Corporation). One µg of pCMV6‐hCLCA1 plasmid (Cat. #, RC218583, OriGene Technologies Inc) or pCMV‐entry plasmid (Cat. #, PS100001, OriGene Technologies Inc) were diluted in Opti‐MEM (Cat. #, 31985070, Thermo Fisher Scientific). 1 × 10^5^ of MCT cells were seeded onto a 12‐well plate and transfected using 6 µl of FuGENE^®^HD transfection reagent (Cat. #, E2312, Promega Corporation) for 24 h. The cells were transferred into 6 × 96‐well plates and incubated with 800 µg/ml of G418 (Cat. #, 4727878001, MiliporeSigma) for 7 days to select single clones. Single clones were expanded onto 100 mm plates for 2 weeks with 800 µg/ml of G418. hCLCA1 expression was determined in 12 vector clones and 32 h CLCA1 clones using antibodies against CLCA1 and FLAG (DDK). Five vector clones and six hCLCA1 clones were chosen for experiments.

### 4.5 Animals

Animal experiments employing mice and marmosets were approved by the Institutional Animal Care and Use Committee of the University of Texas Health, San Antonio, TX, and, the Southwest National Primate Research Center at the Texas Biomedical Research Institute, San Antonio, TX, respectively.

### 4.6 Aging mice

We employed 5‐month old (n = 10) and 30‐month old (n = 10) male C57BL6 mice (inhouse breeding) as young and aged, respectively. We also used kidney preparations from a previously reported study in which 18‐ and 19‐month‐old male C57BL6 mice (National Institute of Aging) were randomized to receive 30 µmol/L of NaHS (Cat. #, 161527, Millipore Sigma) in drinking water (n = 20) or plain water (n = 14) for 5 months as previously described (Lee et al., 2018).

### 4.7 Aged marmosets

We have recently reported aging‐associated changes in the kidneys of marmoset, a non‐human primate (Lee et al., 2019). To study changes in kidney CLCA1 expression in aged marmosets, we performed immunoblotting on kidney cortical lysates from four male young (average age 3 years), four female young (average age 3 years), five aged male (average age 16 years), and five aged female marmosets (average age 16 years).

### 4.8 Human kidneys

Kidney tissue was obtained from the unaffected parts of kidneys removed from patients undergoing surgery at the University of Michigan and processed via the tissue procurement service of the Department of Pathology. Clinical data were obtained through the honest broker office of the University of Michigan. Tissue was placed right away in RNAlater, micro‐dissected into glomeruli and tubule‐interstitial fractions, and isolated RNA was used for gene expression analysis using Affymetrix Human Gene 2.1 ST Array (Hodgin et al., 2015; Kato et al., 2016). This study was approved by the Institutional Review Board of the University of Michigan.

### 4.9 Immunohistochemistry

Mouse kidneys were fixed in 10% formaldehyde and embedded in paraffin, and 4‐μm sections were cut. Sections were incubated with Xylene‐S (Cat. # HC‐700, Thermo Fisher Scientific) to remove paraffin and washed by ethanol. After deparaffinization, the slides were incubated with antigen unmasking solution (Cat. #, H3300, Vector Laboratories) at 125°C for 30 s and 90°C for 10 s using a decloacking chamber (Cat. #, DC2002, Biocare Medical LLC). The staining was performed by Vectastain ABC kit protocol (Cat. #, PK‐4001, Vector Laboratories). CLCA1 antibodies were diluted (1:50) in Davinci Green diluent (Cat. #, PD‐900L, Biocare Medical). After incubation with Vectastain ABC kit, the slides were incubated with ImmPACT NovaRED peroxidase substrate (Cat. #, SK‐4805, Vector Laboratories) for 3–4 min at RT followed by hematoxylin staining for 2 min at RT.

### 4.10 Immunoblotting

Equal amount of protein lysates or renal cortical homogenates were analyzed by immunoblotting (Lee et al., 2010, 2015). We employed antibodies against the following; CLCA1 (Cat. #, ab180851, Abcam Plc), TMEM16A (Cat. #, ab72984, Abcam Plc), flag (Cat. #, MA1‐142, Thermo Fisher Scientific), fibronectin (Cat. #, ab2413, Abcam Plc), collagen 1α2 (Cat. #, 14695–1‐AP, Proteintech Group Inc), phospho‐Ser79‐acetyl‐CoA carboxylase (ACC; Cat. #, 3661, Cell Signaling Technology), ACC (Cat. #, 3662, Cell Signaling Technology), phospho‐Ser473‐Akt (Cat. #, 9271, Cell Signaling Technology), Akt (Cat. #, 9272, Cell Signaling Technology), phospho‐Thr389‐p70S6 kinase (Cat. #, 9205, Cell Signaling Technology), p70S6 kinase (Cat. #, 9202, Cell Signaling Technology), p53 (Cat. #, sc‐6243, Santa Cruz Biotechnology), p21 (Cat. #, ab109199, Abcam Plc), p16^INK4a^ (Cat. #, ab189034, Abcam Plc), IL‐1α (Cat. #, ab7632, Abcam Plc), IL‐1β (Cat. #, ab9722, Abcam Plc), IL‐6 (Cat. #, ab7737, Abcam Plc), and Actin (Cat. #, A2066, Millipore Sigma).

### 4.11 Cl^−^ current measurement

Patch‐clamp experiments were done as previously described (Sun et al., 2015). Coverslips with cells were transferred to the recording chamber, and perfused with an external Ringer's solution of the following composition: Tetraethylammonium‐Cl, 145 mM; MgCl_2_, 1 mM; CaCl_2_, 2 mM; Hepes, 10 mM; Glucose, 10 mM; pH 7.3 was adjusted with Tris. Whole cell currents were recorded using an Axopatch 200B (Axon Instruments, Inc.). The patch pipette had resistances between 3 and 5 MΩ after filling with the standard intracellular solution that contained the following: TEA‐Cl, 145 mM; MgATP, 3 mM; Hepes, 10 mM; EGTA, 5 mM; pH 7.2 was adjusted with Tris. Total CaCl_2_ was adjusted to 300 nM. Free Ca^2+^ was calculated using WebmaxC Standard (http://www.stanford.edu/∼cpatton/webmaxcS.htm). The stimulation protocol to generate current–voltage relationships consisted in 2 s‐long voltage steps from −100 to +100 mV in 20 mV increments starting from a holding potential of −60 mV. Currents were recorded at 2 kHz and digitized at 5–8 kHz. pClamp version 10.1 software was used for data acquisition and analysis. The basal leak was subtracted from the final currents and average currents are shown. All experiments were carried out at room temperature.

### 4.12 Statistics

Data were expressed as mean ± SD; analyses between two groups were performed by the t test using the GraphPad Prism. Data were considered statistically significant at *p* < 0.05. Statistical comparisons between multiple subgroups were performed by ANOVA one‐way, and post hoc analysis was done using Tukey multiple comparisons test, employing GraphPad Prism version 8.

## CONFLICTS OF INTEREST

Kumar Sharma is on the Data Safety Monitoring Board of Sanofi and Cara Therapeutics. All other authors declare that they have no conflict of interest.

## AUTHOR CONTRIBUTIONS

BSK supervised the project in its conception, design, data interpretation, and wrote the manuscript. HJL contributed to the design and conducted experiments with the aid of AD. YS and BBS designed and conducted patch‐clamp experiments. AS, YI, CR, YD, CLO, WJ, and MB helped in collecting and interpreting data on kidney samples from experimental animals and humans. YC supervised RNA‐Seq data collection and interpretation. DF, GGC, MM, BBS, YC, and KS participated in data interpretation, and writing of the manuscript. All authors provided input and approved the manuscript.

### Open Research Badges

This article has been awarded Open Materials, and Open Data Badges. All materials and data are publicly accessible via the Open Science Framework at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155407.

## Supporting information

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

RNA‐Seq data are available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE155407. Cultured proximal tubule cells stably transfected with hCLCA1 are available on request.

## References

[acel13407-bib-0001] Agnel, M. , Vermat, T. , & Culouscou, J. M. (1999). Identification of three novel members of the calcium‐dependent chloride channel (CaCC) family predominantly expressed in the digestive tract and trachea. FEBS Letters, 455, 295–301. 10.1016/s0014-5793(99)00891-1 10437792

[acel13407-bib-0002] Alexa, A. , Rahnenfuhrer, J. , & Lengauer, T. (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. Bioinformatics, 22, 1600–1607. 10.1093/bioinformatics/btl140 16606683

[acel13407-bib-0003] Anders, S. , & Huber, W. (2010). Differential expression analysis for sequence count data. Genome Biology, 11, R106. 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[acel13407-bib-0004] Anders, S. , Pyl, P. T. , & Huber, W. (2015). HTSeq–a python framework to work with high‐throughput sequencing data. Bioinformatics, 31, 166–169. 10.1093/bioinformatics/btu638 25260700PMC4287950

[acel13407-bib-0005] Baker, D. J. , Childs, B. G. , Durik, M. , Wijers, M. E. , Sieben, C. J. , Zhong, J. , A. Saltness, R. , Jeganathan, K. B. , Verzosa, G. C. , Pezeshki, A. , Khazaie, K. , Miller, J. D. , & van Deursen, J. M. (2016). Naturally occurring p16(Ink4a)‐positive cells shorten healthy lifespan. Nature, 530, 184–189. 10.1038/nature16932 26840489PMC4845101

[acel13407-bib-0006] Benjamini, Y. , & Hochberg, Y. (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. Journal of the Royal Statistical Society: Series B (Methodological), 57, 289–300. 10.1111/j.2517-6161.1995.tb02031.x

[acel13407-bib-0007] Bitzer, M. , & Wiggins, J. (2016). Aging biology in the kidney. Advances in Chronic Kidney Disease, 23, 12–18. 10.1053/j.ackd.2015.11.005 26709058

[acel13407-bib-0008] Buchholz, B. , Schley, G. , Faria, D. , Kroening, S. , Willam, C. , Schreiber, R. , Klanke, B. , Burzlaff, N. , Jantsch, J. , Kunzelmann, K. , & Eckardt, K. U. (2014). Hypoxia‐inducible factor‐1alpha causes renal cyst expansion through calcium‐activated chloride secretion. Journal of the American Society of Nephrology, 25, 465–474. 10.1681/ASN.2013030209 24203996PMC3935579

[acel13407-bib-0009] Caputo, A. , Caci, E. , Ferrera, L. , Pedemonte, N. , Barsanti, C. , Sondo, E. , Pfeffer, U. , Ravazzolo, R. , Zegarra‐Moran, O. , & Galietta, L. J. V. (2008). TMEM16A, a membrane protein associated with calcium‐dependent chloride channel activity. Science, 322, 590–594. 10.1126/science.1163518 18772398

[acel13407-bib-0010] Cavaglieri, R. C. , Day, R. T. , Feliers, D. , & Abboud, H. E. (2015). Metformin prevents renal interstitial fibrosis in mice with unilateral ureteral obstruction. Molecular and Cellular Endocrinology, 412, 116–122. 10.1016/j.mce.2015.06.006 26067231

[acel13407-bib-0011] Faria, D. , Rock, J. R. , Romao, A. M. , Schweda, F. , Bandulik, S. , Witzgall, R. , Schlatter, E. , Heitzmann, D. , Pavenstädt, H. , Herrmann, E. , Kunzelmann, K. , & Schreiber, R. (2014). The calcium‐activated chloride channel Anoctamin 1 contributes to the regulation of renal function. Kidney International, 85, 1369–1381. 10.1038/ki.2013.535 24476694

[acel13407-bib-0012] Feliers, D. , Lee, H. J. , & Kasinath, B. S. (2016). Hydrogen sulfide in renal physiology and disease. Antioxidants & Redox Signaling, 25, 720–731. 10.1089/ars.2015.6596 27005700PMC5079410

[acel13407-bib-0013] Gibson, A. , Lewis, A. P. , Affleck, K. , Aitken, A. J. , Meldrum, E. , & Thompson, N. (2005). hCLCA1 and mCLCA3 are secreted non‐integral membrane proteins and therefore are not ion channels. Journal of Biological Chemistry, 280, 27205–27212. 10.1074/jbc.M504654200 15919655

[acel13407-bib-0014] Hawley, S. A. , Ross, F. A. , Gowans, G. J. , Tibarewal, P. , Leslie, N. R. , & Hardie, D. G. (2014). Phosphorylation by Akt within the ST loop of AMPK‐alpha1 down‐regulates its activation in tumour cells. The Biochemical Journal, 459, 275–287. 10.1042/BJ20131344 24467442PMC4052680

[acel13407-bib-0015] Herranz, N. , Gallage, S. , Mellone, M. , Wuestefeld, T. , Klotz, S. , Hanley, C. J. , Raguz, S. , Acosta, J. C. , Innes, A. J. , Banito, A. , Georgilis, A. , Montoya, A. , Wolter, K. , Dharmalingam, G. , Faull, P. , Carroll, T. , Martínez‐Barbera, J. P. , Cutillas, P. , Reisinger, F. , … Gil, J. (2015). mTOR regulates MAPKAPK2 translation to control the senescence‐associated secretory phenotype. Nature Cell Biology, 17, 1205–1217. 10.1038/ncb3225 26280535PMC4589897

[acel13407-bib-0016] Hodgin, J. B. , Bitzer, M. , Wickman, L. , Afshinnia, F. , Wang, S. Q. , O'Connor, C. , Yang, Y. , Meadowbrooke, C. , Chowdhury, M. , Kikuchi, M. , Wiggins, J. E. , & Wiggins, R. C. (2015). Glomerular aging and focal global glomerulosclerosis: A podometric perspective. Journal of the American Society of Nephrology: JASN, 26, 3162–3178. 10.1681/ASN.2014080752 26038526PMC4657829

[acel13407-bib-0017] Huang, F. , Zhang, H. , Wu, M. , Yang, H. , Kudo, M. , Peters, C. J. , Woodruff, P. G. , Solberg, O. D. , Donne, M. L. , Huang, X. , Sheppard, D. , Fahy, J. V. , Wolters, P. J. , Hogan, B. L. M. , Finkbeiner, W. E. , Li, M. , Jan, Y.‐N. , Jan, L. Y. , & Rock, J. R. (2012). Calcium‐activated chloride channel TMEM16A modulates mucin secretion and airway smooth muscle contraction. Proceedings of the National Academy of Sciences of the USA, 109, 16354–16359. 10.1073/pnas.1214596109 22988107PMC3479591

[acel13407-bib-0018] Humphreys, B. D. (2018). Mechanisms of renal fibrosis. Annual Review of Physiology, 80, 309–326. 10.1146/annurev-physiol-022516-034227 29068765

[acel13407-bib-0019] Jentsch, T. J. , & Pusch, M. (2018). CLC Chloride channels and transporters: Structure, function, physiology, and disease. Physiological Reviews, 98, 1493–1590. 10.1152/physrev.00047.2017 29845874

[acel13407-bib-0020] Kasinath, B. S. , Feliers, D. , & Lee, H. J. (2018). Hydrogen sulfide as a regulatory factor in kidney health and disease. Biochemical Pharmacology, 149, 29–41. 10.1016/j.bcp.2017.12.005 29225129

[acel13407-bib-0021] Kasinath, B. S. , Feliers, D. , Sataranatarajan, K. , Ghosh Choudhury, G. , Lee, M. J. , & Mariappan, M. M. (2009). Regulation of mRNA translation in renal physiology and disease. American Journal of Physiology. Renal Physiology, 297, F1153–F1165. 10.1152/ajprenal.90748.2008 19535566PMC2781325

[acel13407-bib-0022] Kato, M. , Wang, M. , Chen, Z. , Bhatt, K. , Oh, H. J. , Lanting, L. , Deshpande, S. , Jia, Y. E. , Lai, J. Y. C. , O’Connor, C. L. , Wu, Y. F. , Hodgin, J. B. , Nelson, R. G. , Bitzer, M. , & Natarajan, R. (2016). An endoplasmic reticulum stress‐regulated lncRNA hosting a microRNA megacluster induces early features of diabetic nephropathy. Nature Communications, 7, 12864. 10.1038/ncomms12864 PMC555313027686049

[acel13407-bib-0023] Lee, H. J. , Feliers, D. , Barnes, J. L. , Oh, S. , Choudhury, G. G. , Diaz, V. , Galvan, V. , Strong, R. , Nelson, J. , Salmon, A. , Kevil, C. G. , & Kasinath, B. S. (2018). Hydrogen sulfide ameliorates aging‐associated changes in the kidney. Geroscience, 40, 163–176. 10.1007/s11357-018-0018-y 29717417PMC5964063

[acel13407-bib-0024] Lee, H. J. , Feliers, D. , Mariappan, M. M. , Sataranatarajan, K. , Choudhury, G. G. , Gorin, Y. , & Kasinath, B. S. (2015). Tadalafil integrates nitric oxide‐hydrogen sulfide signaling to inhibit high glucose‐induced matrix protein synthesis in podocytes. Journal of Biological Chemistry, 290, 12014–12026. 10.1074/jbc.M114.615377 PMC442433825752605

[acel13407-bib-0025] Lee, H. J. , Gonzalez, O. , Dick, E. J. , Donati, A. , Feliers, D. , Choudhury, G. G. , Ross, C. , Venkatachalam, M. , Tardif, S. D. , & Kasinath, B. S. (2019). Marmoset as a model to study kidney changes associated with aging. Journals of Gerontology. Series A, Biological Sciences and Medical Sciences, 74, 315–324. 10.1093/gerona/gly237 PMC637608930321310

[acel13407-bib-0026] Lee, H. J. , Lee, D. Y. , Mariappan, M. M. , Feliers, D. , Ghosh‐Choudhury, G. , Abboud, H. E. , Gorin, Y. , & Kasinath, B. S. (2017). Hydrogen sulfide inhibits high glucose‐induced NADPH oxidase 4 expression and matrix increase by recruiting inducible nitric oxide synthase in kidney proximal tubular epithelial cells. The Journal of Biological Chemistry, 292, 5665–5675. 10.1074/jbc.M116.766758 28188286PMC5392562

[acel13407-bib-0027] Lee, H. J. , Mariappan, M. M. , Feliers, D. , Cavaglieri, R. C. , Sataranatarajan, K. , Abboud, H. E. , Choudhury, G. G. , & Kasinath, B. S. (2012). Hydrogen sulfide inhibits high glucose‐induced matrix protein synthesis by activating AMP‐activated protein kinase in renal epithelial cells. Journal of Biological Chemistry, 287, 4451–4461. 10.1074/jbc.M111.278325 PMC328164622158625

[acel13407-bib-0028] Lee, M.‐J. , Feliers, D. , Mariappan, M. M. , Sataranatarajan, K. , Mahimainathan, L. , Musi, N. , Foretz, M. , Viollet, B. , Weinberg, J. M. , Choudhury, G. G. , & Kasinath, B. S. (2007). A role for AMP‐activated protein kinase in diabetes‐induced renal hypertrophy. American Journal of Physiology Renal Physiology, 292, F617–F627. 10.1152/ajprenal.00278.2006 17018841

[acel13407-bib-0029] Lee, M.‐J. , Feliers, D. , Sataranatarajan, K. , Mariappan, M. M. , Li, M. , Barnes, J. L. , Choudhury, G. G. , & Kasinath, B. S. (2010). Resveratrol ameliorates high glucose‐induced protein synthesis in glomerular epithelial cells. Cellular Signalling, 22, 65–70. 10.1016/j.cellsig.2009.09.011 19765649PMC2766430

[acel13407-bib-0030] Luo, C. , Zhou, S. , Zhou, Z. , Liu, Y. , Yang, L. I. , Liu, J. , Zhang, Y. , Li, H. , Liu, Y. , Hou, F. F. , & Zhou, L. (2018). Wnt9a promotes renal fibrosis by accelerating cellular senescence in tubular epithelial cells. Journal of the American Society of Nephrology, 29, 1238–1256. 10.1681/ASN.2017050574 29440280PMC5875944

[acel13407-bib-0031] Mariappan, M. M. , Senthil, D. , Natarajan, K. S. , Choudhury, G. G. , & Kasinath, B. S. (2005). Phospholipase Cgamma‐Erk Axis in vascular endothelial growth factor‐induced eukaryotic initiation factor 4E phosphorylation and protein synthesis in renal epithelial cells. Journal of Biological Chemistry, 280, 28402–28411. 10.1074/jbc.M504861200 15919658

[acel13407-bib-0032] Mundhenk, L. , Erickson, N. A. , Klymiuk, N. , & Gruber, A. D. (2018). Interspecies diversity of chloride channel regulators, calcium‐activated 3 genes. PLoS One, 13, e0191512. 10.1371/journal.pone.0191512 29346439PMC5773202

[acel13407-bib-0033] Ousingsawat, J. , Martins, J. R. , Schreiber, R. , Rock, J. R. , Harfe, B. D. , & Kunzelmann, K. (2009). Loss of TMEM16A causes a defect in epithelial Ca2+‐dependent chloride transport. Journal of Biological Chemistry, 284, 28698–28703. 10.1074/jbc.M109.012120 PMC278141419679661

[acel13407-bib-0034] Perez‐Cornejo, P. , Gokhale, A. , Duran, C. , Cui, Y. , Xiao, Q. , Hartzell, H. C. , & Faundez, V. (2012). Anoctamin 1 (Tmem16A) Ca2+‐activated chloride channel stoichiometrically interacts with an ezrin‐radixin‐moesin network. Proceedings of the National Academy of Sciences USA, 109, 10376–10381. 10.1073/pnas.1200174109 PMC338709722685202

[acel13407-bib-0035] Pritchard, H. A. , Leblanc, N. , Albert, A. P. , & Greenwood, I. A. (2014). Inhibitory role of phosphatidylinositol 4,5‐bisphosphate on TMEM16A‐encoded calcium‐activated chloride channels in rat pulmonary artery. British Journal of Pharmacology, 171, 4311–4321. 10.1111/bph.12778 24834965PMC4241096

[acel13407-bib-0036] Rock, J. R. , Futtner, C. R. , & Harfe, B. D. (2008). The transmembrane protein TMEM16A is required for normal development of the murine trachea. Developmental Biology, 321, 141–149. 10.1016/j.ydbio.2008.06.009 18585372

[acel13407-bib-0037] Sala‐Rabanal, M. , Yurtsever, Z. , Berry, K. N. , Nichols, C. G. , & Brett, T. J. (2017). Modulation of TMEM16A channel activity by the von Willebrand factor type A (VWA) domain of the calcium‐activated chloride channel regulator 1 (CLCA1). Journal of Biological Chemistry, 292, 9164–9174. 10.1074/jbc.M117.788232 PMC545409928420732

[acel13407-bib-0038] Sala‐Rabanal, M. , Yurtsever, Z. , Nichols, C. G. , & Brett, T. J. (2015). Secreted CLCA1 modulates TMEM16A to activate Ca(2+)‐dependent chloride currents in human cells. Elife, 4, e05875. 10.7554/eLife.05875 PMC436065325781344

[acel13407-bib-0039] Sarbassov, D. D. , Guertin, D. A. , Ali, S. M. , & Sabatini, D. M. (2005). Phosphorylation and regulation of Akt/PKB by the rictor‐mTOR complex. Science, 307, 1098–1101. 10.1126/science.1106148 15718470

[acel13407-bib-0040] Sataranatarajan, K. , Feliers, D. , Mariappan, M. M. , Lee, H. J. , Lee, M. J. , Day, R. T. , Yalamanchili, H. B. , Choudhury, G. G. , Barnes, J. L. , Van Remmen, H. , Richardson, A. , & Kasinath, B. S. (2012). Molecular events in matrix protein metabolism in the aging kidney. Aging Cell, 11, 1065–1073. 10.1111/acel.12008 23020145PMC5812369

[acel13407-bib-0041] Sataranatarajan, K. , Mariappan, M. M. , Lee, M. J. , Feliers, D. , Choudhury, G. G. , Barnes, J. L. , & Kasinath, B. S. (2007). Regulation of elongation phase of mRNA translation in diabetic nephropathy: Amelioration by rapamycin. American Journal of Pathology, 171, 1733–1742. 10.2353/ajpath.2007.070412 PMC211109817991718

[acel13407-bib-0042] Schenk, L. K. , Buchholz, B. , Henke, S. F. , Michgehl, U. , Daniel, C. , Amann, K. , Kunzelmann, K. , & Pavenstädt, H. (2018). Nephron‐specific knockout of TMEM16A leads to reduced number of glomeruli and albuminuria. American Journal of Physiology Renal Physiology, 315, F1777–F1786. 10.1152/ajprenal.00638.2017 30156115

[acel13407-bib-0043] Schmick, M. , & Bastiaens, P. I. H. (2014). The interdependence of membrane shape and cellular signal processing. Cell, 156, 1132–1138. 10.1016/j.cell.2014.02.007 24630717

[acel13407-bib-0044] Schreiber, R. , Buchholz, B. , Kraus, A. , Schley, G. , Scholz, J. , Ousingsawat, J. , & Kunzelmann, K. (2019). Lipid peroxidation drives renal cyst growth in vitro through activation of TMEM16A. Journal of the American Society of Nephrology, 30, 228–242. 10.1681/ASN.2018010039 30606785PMC6362630

[acel13407-bib-0045] Schroeder, B. C. , Cheng, T. , Jan, Y. N. , & Jan, L. Y. (2008). Expression cloning of TMEM16A as a calcium‐activated chloride channel subunit. Cell, 134, 1019–1029. 10.1016/j.cell.2008.09.003 18805094PMC2651354

[acel13407-bib-0046] Schwiebert, E. M. , Wallace, D. P. , Braunstein, G. M. , King, S. R. , Peti‐Peterdi, J. , Hanaoka, K. , Guggino, W. B. , Guay‐Woodford, L. M. , Bell, P. D. , Sullivan, L. P. , Grantham, J. J. , & Taylor, A. L. (2002). Autocrine extracellular purinergic signaling in epithelial cells derived from polycystic kidneys. American Journal of Physiology Renal Physiology, 282, F763–F775. 10.1152/ajprenal.0337.2000 11880338

[acel13407-bib-0047] Scudieri, P. , Caci, E. , Bruno, S. , Ferrera, L. , Schiavon, M. , Sondo, E. , Tomati, V. , Gianotti, A. , Zegarra‐Moran, O. , Pedemonte, N. , Rea, F. , Ravazzolo, R. , & Galietta, L. J. V. (2012). Association of TMEM16A chloride channel overexpression with airway goblet cell metaplasia. Journal of Physiology, 590, 6141–6155. 10.1113/jphysiol.2012.240838 PMC353012222988141

[acel13407-bib-0048] Sun, Y. , Birnbaumer, L. , & Singh, B. B. (2015). TRPC1 regulates calcium‐activated chloride channels in salivary gland cells. Journal of Cellular Physiology, 230, 2848–2856. 10.1002/jcp.25017 25899321PMC4872598

[acel13407-bib-0049] Tian, Y. , Kongsuphol, P. , Hug, M. , Ousingsawat, J. , Witzgall, R. , Schreiber, R. , & Kunzelmann, K. (2011). Calmodulin‐dependent activation of the epithelial calcium‐dependent chloride channel TMEM16A. The FASEB Journal, 25, 1058–1068. 10.1096/fj.10-166884 21115851

[acel13407-bib-0050] Trapnell, C. , Roberts, A. , Goff, L. , Pertea, G. , Kim, D. , Kelley, D. R. , Pimentel, H. , Salzberg, S. L. , Rinn, J. L. , & Pachter, L. (2012). Differential gene and transcript expression analysis of RNA‐seq experiments with tophat and cufflinks. Nature Protocols, 7, 562–578. 10.1038/nprot.2012.016 22383036PMC3334321

[acel13407-bib-0051] Turner, C. M. , King, B. F. , Srai, K. S. , & Unwin, R. J. (2007). Antagonism of endogenous putative P2Y receptors reduces the growth of MDCK‐derived cysts cultured in vitro. American Journal of Physiology Renal Physiology, 292, F15–25. 10.1152/ajprenal.00103.2006 16849696

[acel13407-bib-0052] Verkman, A. S. , & Galietta, L. J. (2009). Chloride channels as drug targets. Nature Reviews Drug Discovery, 8, 153–171. 10.1038/nrd2780 19153558PMC3601949

[acel13407-bib-0053] Wu, J. , Zhang, R. , Torreggiani, M. , Ting, A. , Xiong, H. , Striker, G. E. , Vlassara, H. , & Zheng, F. (2010). Induction of diabetes in aged C57B6 mice results in severe nephropathy: An association with oxidative stress, endoplasmic reticulum stress, and inflammation. American Journal of Pathology, 176, 2163–2176. 10.2353/ajpath.2010.090386 PMC286108220363923

[acel13407-bib-0054] Xu, J. , Zhou, L. , & Liu, Y. (2020). Cellular senescence in kidney fibrosis: Pathologic significance and therapeutic strategies. Frontiers in Pharmacology, 11, 601325. 10.3389/fphar.2020.601325 33362554PMC7759549

[acel13407-bib-0055] Yang, B. , Cao, L. , Liu, B. , McCaig, C. D. , & Pu, J. (2013). The transition from proliferation to differentiation in colorectal cancer is regulated by the calcium activated chloride channel A1. PLoS One, 8, e60861. 10.1371/journal.pone.0060861 23593331PMC3625186

[acel13407-bib-0056] Yurtsever, Z. , Sala‐Rabanal, M. , Randolph, D. T. , Scheaffer, S. M. , Roswit, W. T. , Alevy, Y. G. , Patel, A. C. , Heier, R. F. , Romero, A. G. , Nichols, C. G. , Holtzman, M. J. , & Brett, T. J. (2012). Self‐cleavage of human CLCA1 protein by a novel internal metalloprotease domain controls calcium‐activated chloride channel activation. Journal of Biological Chemistry, 287, 42138–42149. 10.1074/jbc.M112.410282 PMC351675923112050

[acel13407-bib-0057] Zheng, F. , Plati, A. R. , Potier, M. , Schulman, Y. , Berho, M. , Banerjee, A. , Leclercq, B. , Zisman, A. , Striker, L. J. , & Striker, G. E. (2003). Resistance to glomerulosclerosis in B6 mice disappears after menopause. American Journal of Pathology, 162, 1339–1348. 10.1016/S0002-9440(10)63929-6 PMC185121712651625

[acel13407-bib-0058] Zhou, X. , Feng, Y. , Zhan, Z. , & Chen, J. (2014). Hydrogen sulfide alleviates diabetic nephropathy in a streptozotocin‐induced diabetic rat model. The Journal of Biological Chemistry, 289, 28827–28834. 10.1074/jbc.M114.596593 25164822PMC4200243

# Supplementary material for: Chloride channel accessory 1 integrates chloride channel activity and mTORC1 in aging‐related kidney injury
**Source:** Aging Cell. 2021 Jun 12;20(7):e13407. doi: 10.1111/acel.13407
**Supplement:** Supplementary file 2 — Supplementary Material

**Supplemental Material Table of Contents**

**Supplementary Figures**

**S1. Aging is associated with increased kidney CLCA1 expression in marmosets.** Immunoblotting of kidney cortex of young and aged female marmosets showed increased expression of the 72 kDa fragment of CLCA1, probably the N-terminal fragment. A trend toward increase in the expression of the whole 130 kDa molecule was seen in the same animals.

**S2.** Rapamycin abolished the increase in phosphorylation of p70S6 kinase in hCLCA1 overexpressing cells indicating inhibition of mTORC1.

**Supplementary Table**

**Table 1.** List of mRNAs that were differentially regulated in renal cortex of aged mice.

**Table 2.** Top hits on RNA-Seq and their possible functions.

How the deposited data were processed for this re-analysis (not part of the article)

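RNA-Seq was performed on the renal cortex of 4 aged and 4 young male mice, one library per mouse. The authors depleted ribosomal RNA, prepared stranded libraries, sequenced paired ends of 100 bp, aligned them with TopHat2 to UCSC mm9 and counted read pairs by strand with HTSeq-count on RefSeq genes, and they deposited these raw counts without normalization. Versions of these programs are not given in the paper's text. Each library's counts were taken from its own table, and a joint table of the same 8 libraries was not used. Groups and replicate numbers were taken from the sample labels and the paper's methods. Every sample had a condition.

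The last lines of each table name no gene and were left out of library sizes and tests. Read pairs on no gene made up 26.6% ± 3.46 (SD, n = 4) of each aged library and 22.7% ± 2.19 (SD, n = 4) of each young library (two-sided exact permutation test, p = 0.143). Pairs aligned to several places made up 34.3% to 37.2% in aged and 36.5% to 39.1% in young libraries, and ambiguous pairs at most 0.346%. Whether a pair aligned to several places was counted only once was not checked, and these shares depend on it. At these depths 3 counts, taken as the floor, corresponded to between 0.147 and 0.204 CPM, which covers counting error only. No 2 libraries were duplicates, since the smallest chi-square per gene between libraries was 8.92 over 14585 genes.

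The counts were analyzed in R 4.3.3. The main test was edgeR 4.0.16 quasi-likelihood with TMM normalization and filterByExpr (minimum count 10), over all 8 libraries with no covariate. Benjamini-Hochberg adjustment was applied over the 13944 genes tested. Genes were called at an adjusted p below 0.05 and a fold change above 1.5. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Log2 CPM used a prior count of 2. Single ratios were compared by exact permutation over 70 orders. Gene sets were compared with two-sided Fisher's exact tests, adjusted over the 5 sets, using the mouse Reactome sets of fgsea 1.28.0 as a stand-in for GO terms. Gene lists for cell types and for the circadian clock were tested with camera in limma 3.58.1 (correlation 0.01), with fry and an estimated correlation as the other tests. The lists were written before the data were examined, apart from 4 lists described with the other observations, and each list's result is given there.

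Coordinates, transcript lengths and GC content came from the GENCODE annotation of NCBIM37, which is mm9, and 98.6% of the genes tested received a length. The gene table of GRCm38.p6 was used only for names and identifiers. Near-identical copies were sought in mm9 with BLAST 2.17.0 at 98% identity over at least 100 nt, and coding sequences were aligned with MAFFT 7.526, run from Python 3.11.15.

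The genes named in the text were fixed before the data were examined, as were the tests and most alternatives. They are the genes the paper names for mouse kidney or its cells, every gene whose symbol starts with Clca or Ano1, the genes of the clock lists, and the 5 higher and 5 lower changed genes with the smallest p whose groups do not overlap. Genes named outside this rule are said to be so. The alternatives were DESeq2 size factors, upper-quartile scaling and library size only in place of TMM, DESeq2 1.42.0 and limma-voom with sample quality weights in place of edgeR (the DESeq named in the paper's methods was not run), robust fitting, other filters on low counts, the replicate number as a block, each mouse left out in turn, other thresholds, and Actb or library size as the reference for Clca1. The removal of each library's trend on GC content and length, thinning to the smallest library, and DESeq2 with mean FPKM above 1 were chosen after seeing the data. The last of these was chosen after the number of genes from DESeq2 had been seen beside the paper's number.

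The tests were run on a single simulation of counts of 13858 genes with 200 changed by known fold changes. The counts were drawn with dispersions estimated by edgeR, and no outlying mouse was simulated. This setting may favor edgeR, and it differs from the real libraries. edgeR recovered 90.5% of them and 5.73% of its calls were false. limma-voom recovered 90.0% with 5.26% false. DESeq2 recovered 94.0% with 15.3% false. The simulation was to have stopped at a false share above a limit set for every tool. DESeq2 exceeded that limit, and the limit was then applied to edgeR only.

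GO annotation, Table S1, Table S2, RT-qPCR values per mouse and immunoblots were not analysed here.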

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

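The tests in this part on aged mouse 1, on Kap and the sex-biased lists, their comparison with the S1 and S2 list included, and on Gapdh were chosen only after the result was seen.

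By Dixon's test, 8 samples lay far from the other 3 of their group among the 132 groups tested, where 6.6 were expected by chance, so the number of far samples is close to what chance gives. In the aged group, aged mouse 4 was lowest in Arntl, with a gap of 0.908 of the group's range. In the young group, young mouse 2 was highest in Gapdh (0.835 of the range) and in Bhlhe41 (0.993), and young mouse 4 was highest in Shisa7 (0.972). Young mouse 4 was also lowest in the list of distal convoluted tubule genes (0.921). Young mouse 3 was lowest in a list of glucocorticoid response genes (0.866). No biological explanation was tested for these samples.

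Gapdh had few counts for a reference gene, at 25.6 CPM on average in aged mice, where Actb had 945 CPM. Pairs aligned to several places were not counted on genes, and 87.3% of the 100-nt windows of the Gapdh transcript lay inside a copy of at least 98% identity elsewhere in mm9. Loss of read pairs to these copies is a candidate explanation for the low count. Whether it also shaped the far position of young mouse 2 was not tested.

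Aged mouse 1 lay apart from the other aged mice. It was lowest in the list of proximal tubule S1 and S2 genes, with a gap of 0.897 of the aged group's range, and highest in the glucocorticoid response list (0.939). Both this list and a list of 18 fatty acid oxidation genes were written after aged mouse 1 was seen to lie apart and before these genes were looked at. The median log2 difference of aged mouse 1 from the mean of the other aged mice was 0.70 for fatty acid oxidation and 1.52 for the glucocorticoid response, each at percentile 100 of 10000 random lists of the same size and expression. Random lists do not share regulation as these genes do, and the other aged mice lay at percentiles from 0 to 0.36, partly because aged mouse 1 entered the mean they were set against, so the percentile overstates how unusual the lists are. Fasting or stress before the tissue was taken may explain the difference, as may disease in that mouse, which these data do not separate. Without aged mouse 1 the median log2 fold change of aged against young mice moved from 0.28 to 0.04 for fatty acid oxidation and from 0.50 to -0.10 for the glucocorticoid response, which also had -0.03 with limma-voom. A larger share of medulla is not excluded for this one mouse, whose thick limb and collecting duct lists exceeded its proximal tubule list by 0.95, as against -0.32, -0.25 and -0.30 in the other aged mice. Its thick limb, principal cell and intercalated cell lists were themselves below the young mean, by -0.31, -0.03 and -0.49, so the excess comes from the fall of its proximal tubule list.

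The paper's text does not name sex-biased genes, and Table S1 and Table S2 were not analysed here. Kap, an abundant proximal tubule gene chosen after its values were seen, stood at 929, 4838, 4020 and 14297 CPM in aged mice 1 to 4 and at 20177, 18460, 18484 and 24978 CPM in young mice 1 to 4. Its log2 fold change was -1.77 (standard error 0.65, adjusted p = 0.138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 4 of 4 aged mice, and -1.41 without aged mouse 1 and -2.65 without aged mouse 4. A list of 8 male-biased kidney genes, written after Kap was seen, had a median log2 fold change of -0.91 with 7 genes lower (camera in limma, adjusted p = 3.75e-04). The adjusted p was 0.0253 with fry in limma and 0.291 with limma's camera and a correlation estimated from the data. The median ran from -1.48 without aged mouse 4 to -0.72 without aged mouse 2. Of the list, Nudt19 and Acsm3, named after their values were seen, passed both thresholds. A list of 4 female-biased genes had a median of 1.13 with 3 genes higher (camera in limma, adjusted p = 0.278), and 0.61 without aged mouse 1. Of that list only Cyp2a5, named after its values were seen, passed both thresholds. Its log2 fold change was 1.45 (edgeR's quasi-likelihood test, adjusted p = 0.0267). All 12 of these genes had enough counts to be tested, so the kidney cortex expresses them. A general loss of proximal tubule cells would lower the S1 and S2 list as far as the male-biased list. The S1 and S2 list had a median of -0.11, and 0.07 without aged mouse 1, with 3 genes higher and 5 lower, which by itself decides nothing. Within each mouse, the mean log2 change of the male-biased list less that of the S1 and S2 list was -0.42, -1.80, -1.55 and -0.46 in aged mice 1 to 4 and between -0.32 and 0.20 in the young mice, a difference of -1.06 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 mice allow). It stayed between -1.27 and -0.81 with each mouse left out in turn. This argues against such a loss as the whole cause. A loss or a change of S3 cells stays open, their list having a median of -1.64. Age itself was not tested. Lower androgen action in aged males is a candidate explanation, as a hypothesis.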

How the results depend on the processing

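Of the tests in this part, the GC and length correction, the thinning and DESeq2 with mean FPKM over 1 were chosen after seeing the data, and the last of these, which takes DESeq2 in place of the paper's DESeq and adds the paper's FPKM criterion, was added once the number of genes called by DESeq2 had been seen beside the number the paper states. The Clca1 log2 fold change and Clca1 counts per Gapdh count kept their direction and their side of the threshold in every setting run, and so did the clock list peaking with Arntl. For the changes below the cause was not tested unless a cause is named.

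With library size only, genes changed with age numbered 488, genes higher in aged 368 and genes with non-overlapping groups 478, while collecting duct principal cells had 0.0296, Gapdh had 0.0320 and cell type marker lists past the threshold numbered 1. This setting moved the median of all genes by 0.11, which raises log2 fold changes by its construction, and the share of higher genes went from 56.8% to 75.4%. With upper-quartile normalization the odds ratio was 2.01 for solute carriers among the changed genes and 2.19 for Reactome SLC-mediated transmembrane transport among the changed genes, no longer past the threshold.

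With DESeq2, genes changed with age numbered 873, genes higher in aged 486, genes lower in aged 387 and genes with non-overlapping groups 705. The odds ratio was 1.83 for Reactome Extracellular matrix organization among the changed genes, now past the threshold, and 3.14 for Reactome Circadian Clock among the changed genes, no longer past it. On simulated counts 15.3% of DESeq2's calls were false, as against 5.73% for edgeR. That simulation used dispersions estimated by edgeR and no outlying mouse, so these shares may not hold for the real counts. With DESeq2 and mean FPKM over 1, genes changed with age numbered 723, with 370 higher and 353 lower.

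With limma-voom, genes changed with age numbered 483, genes lower in aged 245 and genes with non-overlapping groups 453. The odds ratio for Reactome Extracellular matrix organization among the changed genes was 1.85, now past the threshold. The medians of proximal tubule, S1 and S2 (0.00166) and endothelial cells (-0.0590) reversed, as did the log2 fold changes of Ano10 (-0.0629), Per1 (-0.0905) and Bhlhe41 (-0.56), and cell type marker lists past the threshold numbered 1.

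With at least 10 counts in every library, which tests fewer genes, the odds ratio for Reactome Extracellular matrix organization among the changed genes was 0.626 and cell type marker lists past the threshold numbered 1. Gm906 has no value under this setting, since it had 0 counts in aged mouse 1. With every library thinned to the smallest gene total that odds ratio was 0.874.

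Aged and young mice share replicate numbers, and whether the numbers pair them was not tested. The correlations of same-numbered libraries' deviations were 0.21, 0.04, 0.20 and -0.03. Those of libraries with different numbers ran from -0.30 to 0.17, so pairing is neither shown nor excluded. With the replicate block, genes changed with age numbered 130 (73 higher, 57 lower, 122 with non-overlapping groups). The odds ratio was 1.89 for solute carriers among the changed genes, 1.08 for Reactome SLC-mediated transmembrane transport among the changed genes and 0.550 for Reactome Extracellular matrix organization among the changed genes. The median of podocytes was -0.000858 and the log2 fold change of Bhlhe41 was -0.20.

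Without a fold change criterion 201 genes were lower in aged. With a fold change over 2, 165 genes changed and 55 were lower, and with an adjusted p under 0.01, 10 genes changed, 7 higher and 3 lower. Among higher genes only, the odds ratio was 0.875 for solute carriers among the changed genes, 1.74 for Reactome SLC-mediated transmembrane transport among the changed genes and 8.11 for Reactome Circadian Clock among the changed genes. Among lower genes only, it was 1.42 for Reactome Metabolism among the changed genes, 2.93 for Reactome SLC-mediated transmembrane transport among the changed genes and 5.09 for Reactome Circadian Clock among the changed genes. With fry and with an estimated correlation, cell type marker lists past the threshold numbered 0 (2 lists with the preset correlation), although 3 lists had an unadjusted p under 0.05 with fry. With an estimated correlation the list peaking with Dbp, at -0.51, was no longer past the threshold.

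Across the 8 fits that each left out one library, genes changed with age ranged from 8 to 733, genes higher in aged from 5 to 329, genes lower in aged from 3 to 404 and genes with non-overlapping groups from 8 to 731. Fewer than 36 genes changed without any one young library, so the set tests there rest on very few genes. Odds ratios ranged from 0 to 2.84 for solute carriers among the changed genes, from 1.02 to 2.66 for Reactome Metabolism among the changed genes, from 0 to 2.40 for Reactome SLC-mediated transmembrane transport among the changed genes, from 0 to 5.80 for Reactome Extracellular matrix organization among the changed genes and from 2.72 to 105 for Reactome Circadian Clock among the changed genes. Cell type marker lists past the threshold ranged from 0, without aged mouse 3, to 3, without young mouse 1 or 2. Medians ranged from -0.26 to 0.0699 for proximal tubule, S1 and S2, from -0.0885 to 0.16 for podocytes and from -0.10 to 0.17 for endothelial cells. Log2 fold changes ranged from -0.31 to 0.35 for Il1b, from -0.10 to 0.15 for Ano10, from -0.22 to 1.02 for Per1, from -0.55 to 0.10 for Per2 and from -0.73 to 0.33 for Bhlhe41.

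Over single genes and lists under all settings, 952 of 1040 values kept direction and side of the threshold, 43 were weaker, 26 stronger and 19 reversed. At these depths 3 counts correspond to at most 0.204 CPM, so genes such as Il6 and Cdkn2a could not be compared.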

Differences from the paper's values

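No test in this part was chosen only after the result was seen, apart from DESeq2 with mean FPKM over 1. The paper's adjusted p for Clca1 is 4.9e-16, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0.00142. With DESeq2 it was 2.50e-27, and with the other alternatives set before the data were examined it ranged from 5.27e-04 to 0.0121 in edgeR and limma. None of these alternatives closed the gap. The DESeq that the paper's methods name was not run, for this value or for the number of changed genes.

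The paper's RT-qPCR gives Clca1 relative to Gapdh at about 12 times the young mean in aged mice in Fig. 1c, read by eye, with an SD of about 5.5. The sequenced counts per Gapdh count gave 3.44 times the young mean. With Actb as the reference it was 4.08, and leaving out young mouse 2 gave 3.12. Which of the mouse Clca genes the primers amplify was not determined here, so the values are not known to measure the same gene. None of the alternatives set before the data were examined closed the gap.

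In the paper's Fig. 1a about 26% of the changed genes are higher in aged mice, read by eye, and 56.8% of the genes changed here were higher. Over the alternatives set before the data were examined this share ran from 44.9% without aged mouse 4 to 75.4% with library size only, and none closed the gap.

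The paper states that more than 400 genes changed, and genes changed with age numbered 287 here. More than 400 were also found with library size only (488), DESeq2 (873), limma-voom (483), no fold change criterion (411), without aged mouse 1 (444) and without aged mouse 4 (733). The same holds for DESeq2 and mean FPKM over 1 (723), which was chosen after seeing the values, including the number with DESeq2 alone. With mean FPKM over 1 and edgeR there were 240.

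The paper's Fig. 1b shows Gm906 as changed, and here its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0546. It passed both thresholds with library size only (adjusted p = 0.0453), DESeq2 (4.78e-04), limma-voom (0.0273) and without aged mouse 1 (0.0103), and over all alternatives its adjusted p reached 0.145. The same figure places Dbp ahead of the other labelled genes, and Dbp ranked at 23 by p here.

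The paper names extracellular terms as major hits. Those terms are not limited to the matrix, and GO annotation was not used here. A set on matrix organization therefore does not repeat the paper's test. The stand-in, Reactome Extracellular matrix organization among the changed genes, had an odds ratio of 1.26 (Fisher's exact test, adjusted p = 0.604). It passed the threshold with DESeq2 (0.0198), limma-voom (0.0471), without aged mouse 1 (0.00437) and without aged mouse 4 (0.0123), and its adjusted p reached 1 in other settings.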

Other observations

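Chosen only after the result was seen were the counts over splits for the gene sets, and every test of the 4 lists added later. The first count over splits for the gene sets compared sets among genes past both thresholds. No other split gave any such gene, which made that count void, and it was replaced by one over the 287 genes with the smallest p of each split.

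Of the 35 splits of the 8 mice into 4 and 4, only 1, the real one, gave as many changed genes as 287. The other 34 splits gave 0 genes, with 199 to 1260 genes at an unadjusted p under 0.05, where the real split had 3557. For the gene sets, 11 of the 35 splits gave a Fisher p as small for solute carriers among the changed genes, 3 for Reactome Metabolism among the changed genes, 5 for Reactome SLC-mediated transmembrane transport among the changed genes, 17 for Reactome Extracellular matrix organization among the changed genes and 3 for Reactome Circadian Clock among the changed genes. Of these splits, 18 have 2 aged mice on each side and carry no contrast of age, and 5, 0, 2, 10 and 2 of them gave a Fisher p as small for these sets in this order. For Metabolism the other 2 splits keep 3 aged mice together and so carry part of the contrast of age, which leaves open whether this set stands apart from other groupings. The 18 splits with the real one cannot give a share under 0.0526. The other 4 sets are not distinguished from other groupings of these mice by this count.

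GC content, transcript length and depth are argued against as the whole cause of the changed genes. With each library's trend on GC content and length removed, 88.9% of the 287 genes were still called, and with every library thinned to the smallest gene total, 79.1%. The Clca1 log2 fold change was 1.72 and 1.71 in these settings. Reads shared with the near-identical Clca2 are argued against for Clca1, since the median Clca2 count of the aged mice was 1, with 56 in aged mouse 1. A different share of medulla in the cortex samples cannot be told apart from the other explanations. The thick limb and collecting duct lists less the proximal tubule S1 and S2 list differed by 0.0207 between aged and young mice (two-sided exact permutation test, p = 0.971), but this mean is made of 0.95 in aged mouse 1, above every young mouse, of -0.32 and -0.30 in aged mice 2 and 4, below every young mouse, and of -0.25 in aged mouse 3, inside the range of the young mice. Different batches of mice, housing and age itself remain open.

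The 2 clock lists moved in opposite directions. The list peaking with Dbp had a median log2 fold change of -0.51 (10 genes, 2 higher) and the list peaking with Arntl 1.13 (4 of 4 genes higher), each with a camera adjusted p of 0.00144 in limma. With fry in limma the adjusted p was 0.0464 and 8.27e-04, and with an estimated correlation in limma's camera 0.203 and 0.0358, so the Dbp list does not hold there. The gap between the medians was 1.64, and 1 of the 35 splits, the real one, gave a gap as large. Without one mouse at a time the medians stayed between -0.72 and -0.45 and between 0.94 and 1.33. In Reactome Circadian Clock, 3 of 23 genes changed (Arntl, Dbp and Npas2), with an odds ratio of 7.18 (95% confidence interval 1.36 to 24.4, two-sided Fisher's exact test, adjusted p = 0.0284), and the other 2 splits with a Fisher p as small both have 2 aged mice on each side. This set was chosen because the paper's Fig. 1b labels clock genes, Arntl and Dbp among them, on the same mice. Its odds ratio is therefore not independent evidence. The 2 clock lists leave out Dbp, Arntl and Nfil3 for that reason. Tissue taken at a different time of day in aged and young mice is a candidate explanation, and a shift of the clock with age is another, which was not tested. The aged mice differed among themselves, with Nr1d1 at 140, 79.2, 19.4 and 13.7 CPM and Per2 at 47.1, 8.46, 82.6 and 88.0 CPM in aged mice 1 to 4.

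Of the cell type lists, proximal tubule S3 genes had a median log2 fold change of -1.64 (6 genes, 5 lower, camera adjusted p = 0.00502 in limma), and the 5 tested T cell genes 0.79 (all higher, camera adjusted p = 0.0227 in limma). With fry in limma both had 0.0989 and with an estimated correlation in limma 0.570, and without aged mouse 3 both had 0.0524 for proximal tubule, S3 and T cells. The T cells were also not past the threshold without aged mouse 4 (0.133), with library size only (0.0773) and with limma-voom (0.0510). No other list passed the threshold. The medians were -0.11 for proximal tubule S1 and S2, -0.18 for the thick ascending limb, 0.42 for the distal convoluted tubule, -0.08 for principal cells, -0.18 for intercalated cells, 0.02 for podocytes, 0.05 for endothelial cells, -0.37 for fibroblasts and mesangial cells, 0.26 for macrophages and 0.67 for B and plasma cells (4 genes tested). Red blood cells had 1 tested gene, at -0.26, and no test. Infiltrating immune cells in aged kidneys could raise the B cell, T cell and macrophage lists, and the smallest median of these, 0.26, is above 0. The tested T cell genes stayed under 3 CPM, and of the macrophage genes, which resident cells of the kidney also express, the most abundant, Csf1r, was lower in aged mice, at 23.9 to 41.7 CPM as against 47.7 to 75.3 CPM, and was the only macrophage gene past both thresholds. C1qa, at 13.8 to 28.5 CPM in aged and 11.6 to 16.8 CPM in young mice, was not distinguishable between the groups (log2 fold change 0.49, standard error 0.24, adjusted p = 0.233 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Igj, at 2.65, was the only B and plasma cell gene past both thresholds. These genes were named after their values were seen. Immune infiltration cannot be told apart from a change within cells here, since the 2 genes of these lists past both thresholds, Igj and Csf1r, changed in opposite directions and no T cell gene passed them.

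Of the added lists, fatty acid oxidation had a camera adjusted p of 0.0231 in limma (0.307 with fry, 0.629 with an estimated correlation) and the glucocorticoid response 0.669.

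The paper names several more genes, some for cultured cells and some for aging kidneys. It reports unchanged TMEM16A protein in the renal cortex of aged mice (Fig. 1e). From earlier work it states lower CSE (Cth) and CBS expression, and more IL-1β and IL-6, in aging kidneys. The mRNA values of these genes in the renal cortex of these mice were as follows. Cdkn1a had a log2 fold change of 3.00 (standard error 0.76, adjusted p = 0.0658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 114, 15.3, 24.7 and 8.99 CPM in aged mice 1 to 4 and 3.91 to 6.38 CPM in young mice. Without aged mouse 1 it was 1.68 (edgeR, adjusted p = 0.0274), and over the alternatives the adjusted p ranged from 0.00431 to 0.167. Trp53 had -0.20 (edgeR, adjusted p = 0.259) and Il1b 0.14 (0.843). Cdkn2a had 5, 2, 1 and 3 counts in aged and 0 in young mice, and Il1a and Il6 had 1 count each over all mice. Fn1 had -0.21 (edgeR, adjusted p = 0.667), and -0.60 without aged mouse 4. Col1a2 had -0.57 (edgeR, adjusted p = 0.0969), and with DESeq2 an adjusted p of 0.0309, in a range up to 0.223 over the alternatives. Cth had -0.27 (edgeR, adjusted p = 0.352) and Cbs -0.56 (0.140). Ano1, which encodes TMEM16A, had 0.45 (edgeR, adjusted p = 0.198), between 0.28 and 0.57 over the alternatives. Actb had -0.26 (edgeR, adjusted p = 0.299).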
